# Transcriptomic DN3 clock neuron subtypes regulate *Drosophila* sleep

**DOI:** 10.1126/sciadv.adr4580

**Published:** 2025-01-03

**Authors:** Dingbang Ma, Jasmine Quynh Le, Xihuimin Dai, Madelen M. Díaz, Katharine C. Abruzzi, Michael Rosbash

## Abstract

Circadian neurons within animal brains orchestrate myriad physiological processes and behaviors, but the contribution of these neurons to the regulation of sleep is not well understood. To address this deficiency, we leveraged single-cell RNA sequencing to generate a comprehensive census of transcriptomic cell types of *Drosophila* clock neurons. We focused principally on the enigmatic DN3s, which constitute most fly brain clock neurons and were previously almost completely uncharacterized. These DN3s are organized into 12 clusters with unusual gene expression features compared to the more well-studied clock neurons. We further show that previously uncharacterized DN3 subtypes promote sleep through a G protein–coupled receptor, *TrissinR*. Our findings indicate an intricate regulation of sleep behavior by clock neurons and highlight their remarkable diversity in gene expression and functional properties.

## INTRODUCTION

A comprehensive characterization of transcriptomic neuron types, their projection patterns, and how they give rise to different complex behaviors are major goals of contemporary neuroscience research. The circadian clock and its brain neurons are ideal substrates to help achieve these aims (*1*, *2*). The clock is regulated by a transcription-translation feedback loop, which resides within these brain clock neurons and times different rhythmic behaviors of animals (*3*, *4*).

The principal circadian pacemaker of mammals is localized in the suprachiasmatic nucleus (SCN) in the brain. Each unilateral SCN of the mice brain contains about 10,000 neurons, which have been classically divided into two main regions based on the expression of two neuropeptides: the vasoactive intestinal polypeptide expressing core and arginine vasopressin expressing shell (*5*). Recent single-cell RNA sequencing studies have revealed even more heterogeneity. There are for example at least five different neuronal cell types in the SCN (*6*–*8*). Relevant to sleep regulation is the innervation of the dorsomedial hypothalamic nucleus (DMH) by SCN processes: The DMH inhibits the activity of sleep-promoting ventrolateral preoptic neurons and activates the activity of wake-promoting hypocretin neurons via different neurotransmitters (*9*–*12*).

Similar to the SCN, the circadian clock of *Drosophila* is regulated by functionally and morphologically diverse clock neurons in the brain. Recent *Drosophila* FlyWire brain connectome analysis revised the number of clock neurons from 150 to 240 (*13*). On the basis of the anatomical locations of their cell bodies and their projection patterns, most of the newly annotated neurons are DN3s. The DN3s are one of the dorsal circadian neuron groups that also includes the DN1a, DN1p, and DN2. There are also five lateral neuron groups including the small ventral lateral neurons (s-LNv), the large ventral lateral neurons (l-LNv), the dorsal lateral neurons (LNd) and the lateral posterior neurons (LPN) (*14*). Recent single-cell sequencing has shown that these anatomical classifications do not capture the diversity of these neurons, single-cell RNA sequencing further divided *Drosophila* clock neurons; there are now 17 different groups without even considering all the DN3s (*15*, *16*).

Over the last few decades, the functions of many *Drosophila* clock neurons have been extensively studied. For example, the adult s-LNvs control morning activity and are essential for free-running rhythms in constant darkness (*17*). In contrast, LNds and non–pigment-dispersing factor (PDF)-expressing s-LNvs modulate both morning and evening activity (*18*, *19*). Both sleep and activity-promoting neurons were both identified within the DN1p population (*20*–*24*). In contrast, the gene expression and functions of almost all of the ~80 DN3s, about 70% of clock neurons per hemisphere, remain unknown. The singular exception is a recent study suggesting that a small subset of DN3 neurons receive signals from DN1 circadian neurons and then project to “claw” neurons to promote sleep (*24*, *25*).

In this study, we developed a split GAL4 driver line that is expressed in almost all of the DN3 neurons. We used this driver to drive GFP expression in DN3 neurons, allowing them to be isolated for droplet-based single-cell RNA sequencing method. DN3 neurons were collected and their transcriptomes were sequenced at six time points throughout the day. The DN3 neurons were separated into 12 different clusters by an unsupervised clustering algorithm. Some DN3 clusters had notable and unprecedented core clock gene expression patterns; these clusters have poor clock gene transcript cycling and a minimal number of cycling transcripts. Moreover, we show that TrissinR expression in several previously uncharacterized DN3 neurons promotes the sleep behavior of flies.

## RESULTS

### A complete high-resolution circadian network transcriptomic cell type atlas

To profile previously uncharacterized DN3 clock neurons, we screened new split GAL4 driver lines. In brief, carefully chosen activation domains (ADs) and DNA binding domains (DBDs), driven by two different regulatory regions, were combined so that a functional GAL4 protein was reconstituted only in the overlapping expression regions. The split GAL4 system offers greater specificity compared to the regular GAL4 lines (*26*). We found that the combination of R11B03-AD, from *clockwork orange* (*cwo*) and VT002670-DBD, from vrille (*vri*) identifies at least 50 to 60 clock neurons in the DN3 region of the fly brain, i.e., most of the 85 DN3 clock neurons reported in Nils *et al.* (*13*). It also labels the two DN1a, seven DN1p neurons and the s-LNvs with very minimal ectopic expression (fig. S1A). To our knowledge, this is the most comprehensive DN3 driver developed to date, which we will refer to as split-DN3-broad for simplicity.

We next combined the split-DN3-broad with Clk856-GAL4, which has been used in our previous single-cell RNA sequencing studies (*15*, *16*). The combined driver line was then used to drive a nuclear localized enhanced green fluorescent protein (EGFP) expression. There were very few central brain ectopic cells as most of the GFP-expressing neurons were also Timeless (TIM) positive (Fig. 1A). This strategy allowed us to investigate universal clock neuron gene expression including the DN3s. Moreover, it enabled us to compare DN3 gene expression to previously characterized clock neurons side by side with very limited batch effect issues.

**Fig. 1.**
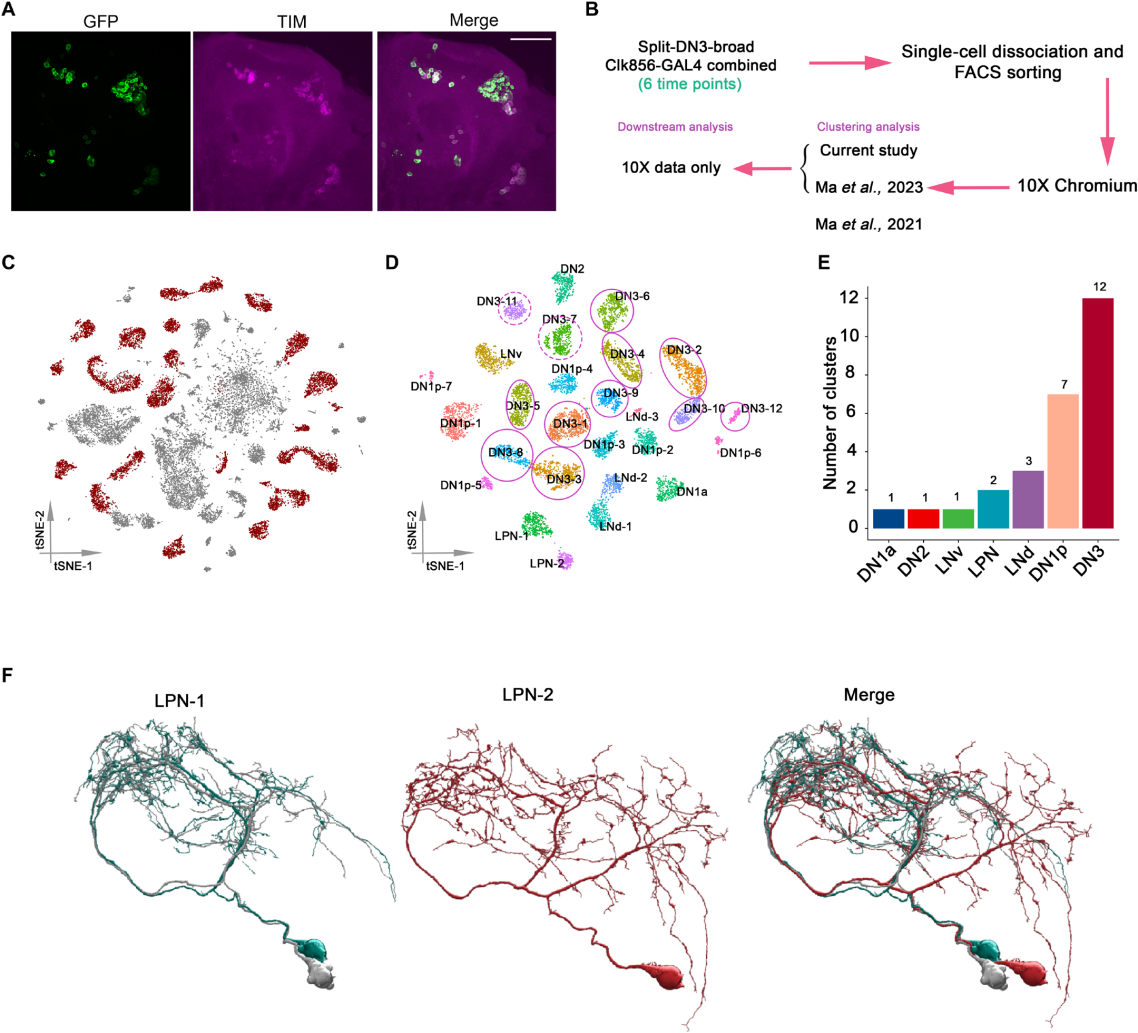
Transcriptomic taxonomy of all *Drosophila* clock neurons. (**A**) Confocal stack images of immunostained brains from Clk856-GAL4, Split-DN3-broad > UAS-Stinger-GFP flies at ZT18. Anti-GFP (left), anti-TIM (middle), and a merge of these two images (right). Scale bar, 50 μm. (**B**) Schematic workflow of single-cell RNA sequencing around the clock. Split-DN3-broad was crossed with a stable line of Clk856-GAL4 > UAS-EGFP, the flies were entrained for at least 3 days in LD condition before dissection. The single-cell RNA sequencing libraries were generated by 10X Chromium. High-confidence single cells were coclustered with the clock neurons identified previously. (**C**) t-distributed stochastic neighbor embedding (t-SNE) plot showing the 26210 cells grouped into 69 clusters. High-confidence clusters are shown in purple. (**D**) t-SNE plot of 10388 *Drosophila* clock in 27 high-confidence clock clusters. The clusters are colored by their cell types. (**E**) The number of transcriptomic cell types from different anatomic locations. The arrows indicate the LPN and DN3 clock neurons, respectively. (**F**) Electron microscopy (EM) reconstructions of three LPN clock neurons from the hemibrain dataset.

To profile these clock neurons, flies were entrained in a 12:12 light:dark (LD) cycle conditions for at least 3 days and then collected every 4 hours throughout the day. Dissected brains were dissociated in papain and triturated to achieve a single-cell suspension before being subject to fluorescence-activated cell sorting (FACS). The single-cell RNA sequencing libraries were generated by a commercially available high throughput droplet-based method (10X Chromium). 

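The single-cell data came from brains in which Clk856-GAL4 together with split-DN3-broad (R11B03-AD; VT002670-DBD) drove EGFP, at 6 time points in LD. There were 10 libraries, 2 each at ZT02, ZT06, ZT14 and ZT22 and 1 each at ZT10 and ZT18, and each is named, as in the authors' labels, by its time point and by the month and day of its collection (ZT02_1209). The authors deposited the number of unique molecular identifiers (UMIs, one per captured transcript) per gene and cell, counted by Cell Ranger on exon alignments to dm6, without normalization. Libraries held 3518519 (ZT02_1209) to 32385361 (ZT02_0307) UMIs, with a median of 14973458.
Clusters were built again from these counts. The 24 genes that the claims are about were left out, 2000 variable genes were centred within each library, and 50 principal components were joined into a graph with 3 neighbors from each library before Leiden clustering. Of 6 resolutions from 1 to 6, resolution 4 was taken because its number of clusters came closest to that of the paper (Fig. 1C), so the total number of clusters matches by construction. Clusters were named from marker lists, most of them from data S1, of which only a truncated copy was used, and the names are therefore not independent of the paper. A name such as DN3_4-like stands for a cluster that carries the markers of DN3_4, and a difference from the paper may lie in the rebuilt clusters. DN3_8 to DN3_12 had no marker list, and clusters without a name keep a number by size.
Counts were summed over the cells of a cluster in a library with at least 5 such cells, and levels are given as transcripts per 10000 UMIs (TP10K). Rhythms were tested with edgeR's quasi-likelihood F test of a 24 h cosine and sine, with the library as the replicate and Benjamini-Hochberg adjustment over the genes tested in the cluster. The fitted swing is the log2 ratio of the highest to the lowest fitted level. Tests, gene lists, marker lists and most alternatives were chosen before the data were examined, and the resolution, the balanced neighbor graph and the clock score minimum were chosen after. Pairs of libraries share a collection date, and the date as a block was one of the alternatives.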

At each time point, between 2631 and 6913 single cells were assayed (fig. S1B). 

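The number of cells with counts was 6172 at ZT02, 4831 at ZT06, 2884 at ZT10, 3571 at ZT14, 2409 at ZT18 and 4054 at ZT22. A single library held 421 (ZT02_1209) to 5751 (ZT02_0307) cells. The table gives 17299 genes, of which 5 have symbols that a spreadsheet turned into dates.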

To focus on the high-confidence single cells, we first applied a cell-wise filtering with the following cycling cutoffs: the number of detected transcripts was between 1000 and 25000, the number of detected genes between 300 and 3500, an entropy of gene expression greater than 5, and a percentage of mitochondrial RNA of less than 10%. 

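Every cell lay within these limits before any filter was applied. UMIs per cell ranged from 1001 to 24985, and genes per cell from 312 to 3498. The lowest entropy was 5.00 and the highest mitochondrial percentage was 9.99%. The Methods state a maximum of 15000 UMIs, and 1771 cells (7.40%) held more than that.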

After this stringent filtering, we had 9459 high-confidence single cells for our clustering analysis. 

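All 23921 cells passed the filter. Scrublet, run on each library with default settings, called 16 cells (0.0669%) doublets, and 23905 cells remained for clustering. With a maximum of 15000 UMIs per cell, 22139 cells remained.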

We next combined these high-confidence single cells with previously characterized clock neurons, which were similarly subjected to LD entrainment (Fig. 1B and fig. S1C). The combined dataset not only gave us more statistical power, but the previously identified clock neuron clusters also served as a benchmark for the previously unidentified clustering.

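The cells of the 10X libraries alone, without the CEL-seq2 cells, had a mean of 1728 genes and 6419 UMIs, and a median of 5047 UMIs. Between libraries the mean number of genes ranged from 1605 to 1937 and the mean number of UMIs from 5631 to 8358. The 10340 cells in clock neuron clusters had a mean of 1929.7 genes and 7136 UMIs.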

The average number of detected genes and transcripts in our combined dataset were 1799 and 7304, respectively (fig. S1D). An unsupervised clustering algorithm was used to integrate the single-cell data from the different time points (*27*), resulting in 69 distinct clusters (Fig. 1C). 

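Clustering gave 67 clusters, and each was scored by the mean log2 TP10K of Clk, per and cwo. With a minimum score of 0.75, 26 clusters with 10340 cells were kept as clock neurons. The lowest score among them was 0.923, and the highest among the others was 0.544. The other clusters that scored at least 0 were 3 with 1546 cells, 1.86% to 16.2% of the cells of a library. Outside the clock neuron clusters lay 56.7% of all cells, between 38.6% and 72.7% in a library. Of the alternatives, an ordinary neighbor graph, chosen after seeing the data, moved the number of clock clusters most, to 44, of which 15 drew over 90% of their cells from 1 library.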

A subsequent cluster-wide filtering based on core clock gene expression resulted in a final total of 27 high-confidence clock neuron clusters. Single cells from our earlier CEL-seq2 data and these 10X data were coclustered (fig. S1, E and F).

To assign cell identities to the different clusters, we compared previously known single-cell data with cells from the current study. Many clusters show a high degree of correspondence with previously known single cells, suggesting that these clusters were highly reproducible in our current study (fig. S1G); the Trissin-expressing LNds were an exception (see Discussion). 

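No cell of an earlier study entered the clustering of the 10X cells. Lowering the resolution to 2.4 gave 24 clock neuron clusters among 58, and raising it to 6.4 gave 26 among 82. Without centring genes per library, 26 clock neuron clusters were found among 68, and with a maximum of 15000 UMIs per cell, 26 among 67.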

De novo clustering analysis without accessing previous single-cell data was similar (fig. S2). 

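A clock neuron cluster was named when at least 3 markers of a list were 2-fold above the other clock neuron clusters and in at least 10% of its cells, with a mean log2 fold over the list of at least 1. By this rule 16 of the 26 clusters received 1 of 13 names and 10 received none. Named clusters were LNv-like (340 cells), LPN-like (613), DN1a-like (286), DN1p_1-like (493), DN1p_2-like (271), DN2-like a and b (375 and 358), DN3_1-like (760), DN3_2-like a and b (565 and 252), DN3_3-like a and b (601 and 415), DN3_4-like (613), DN3_5-like (567), DN3_6-like (514) and DN3_7-like (410). Cluster 5 (588 cells) expresses NPF and came closest to the LNd markers without meeting the rule.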

On the basis of this information, we assigned cell identities to all 27 clusters (Fig. 1D). There are 10 previously unidentified clusters: They only contain cells only from this current study and reflect DN3 neurons never previously characterized. Combined with the two DN3 clusters previously identified, this makes a total of 12 DN3 clusters and 15 non-DN3 clock neurons clusters (Fig. 1E).

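In the 10X cells, 9 clusters were named for a DN3 subtype, and another 4, clusters 12, 13, 17 and 18, carried at least 4 of the 8 markers shared by DN3 clusters. Together these 13 clusters held 6115 cells, and 13 clusters lay outside the group. Cluster 23 (213 cells), which had the most CapaR, carried 1 of the 8 and is not counted among the DN3 clusters here. Whether it is DN3_11 is not decided by the markers used.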

To rule out possible complications from combining more limited CEL-Seq2 data and the 10X data containing the 10 previously unidentified DN3 clusters, we focused only on the 10X data for subsequent analyses. 

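The 26 clusters held 104 to 760 cells each. All 26 had cells at all 6 time points, and 12 of them had at least 5 cells in every library. The smallest number of libraries with at least 5 cells was 7. No library gave more than 24.1% of the cells of any of these clusters.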

There are cells from six time points in all these clusters (fig. S3). 

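Left out of the clustering and then measured in each cluster were Pdf (3R of dm6, 26455462 to 26456141), CCHa1 (3R, 14092504 to 14096835) and ITP (2R, 24537421 to 24558961). Pdf reached 2080 ± 214 TP10K (SD over libraries) in LNv-like, with UMIs in 100% of its 340 cells (median depth 14764 UMIs), and 3.15 TP10K in the next cluster, DN3_5-like, where ZT18_0623 alone had 28.5 and the mean without it was 0.334. Outside the clock neuron clusters, 14.6% of cells (median depth 4494 UMIs) held a Pdf UMI at a mean of 1.32 TP10K. The median over the clock neuron clusters was lower, 0.334 TP10K, and whether the outside level is background was not tested. CCHa1 reached 110.7 ± 34.0 TP10K in DN1a-like, in 99.7% of its 286 cells (median depth 10900.5 UMIs), against 0.413 TP10K in the next cluster and 0.560% of cells outside. ITP, whose exons overlap CG4622 on the opposite strand, was highest in cluster 5 at 41.7 ± 65.7 TP10K. There 24 of 588 cells (4.08%, median depth of the cluster 10193 UMIs) held all of its 19288 ITP UMIs, and the next cluster had 0.142 TP10K. The share of cells with an ITP UMI was higher outside the clock neuron clusters, 14.6%, at 0.762 TP10K.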

There is also a unique combination of marker gene expression associated with each cluster (fig. S4A and data S1), and previously known cell type–specific marker genes, for example, *Pdf*, *ITP*, and *CCHa1*, are all expressed in a cell type–specific manner (fig. S4B). This further increases our confidence in the clustering assignments.

There are three LPN neurons in each hemisphere of the fly brain (*28*). 

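The LPN-like cluster was split on its own with 500 variable genes and 10 principal components. The lowest of a series of resolutions that gave at least 2 groups was used, so the existence of 2 groups is by construction. Of 6521 genes tested, 195 differed between the groups at an adjusted p under 0.05 and at least 2-fold (edgeR's quasi-likelihood test on summed counts), 119 higher in the larger group and 76 in the smaller. Because the split chose the groups, its own variable genes are no independent measure, and among the 6021 genes not used in it 106 differed (56 and 50). Leaving out each library in turn gave 181 to 195 genes, and the largest change under an alternative was 242 with the library as a block.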

Although they were previously in a single cluster (*15*, *16*), the current single-cell data separated them into two different clusters. The numbers of cells in these two clusters are 457 and 234, respectively, correspond to a 2-to-1 ratio (fig. S5). This molecular characterization is notably consistent with the electron microscopy (EM) dataset and the morphology described by Reinhard *et al.* (*29*) (Fig. 1F): The two sleep-promoting cells in the LPN_1 cluster have very similar projections; the wakefulness-promoting single LPN_2 neuron has a different pattern characterized by bifurcated branches (*24*, *29*–*31*). 

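The larger LPN-like group held 411 cells and the smaller 202, a ratio of 2.03. The larger group made up 67.0% of cells (exact 95% interval 63.2% to 70.8%), and a two-sided exact binomial test against 2 of 3 gave p = 0.864. Cells are not replicates, and in the 8 libraries with at least 10 LPN-like cells the share was 66.3% ± 4.22 (SD), between 60.3% and 72.6%. Leaving out each library in turn gave ratios of 1.93 to 2.13. A maximum of 15000 UMIs per cell moved the ratio most, to 2.32 (345 and 149 cells), and 2000 variable genes, chosen after seeing the data, gave 415 and 198 cells, with 609 of 613 cells in the same group.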

Differential gene expression analysis further revealed that transcripts encoding the cell surface molecule side-II are enriched in the LPN_1 cluster, whereas beat-VII and the dopamine receptor Dop2R transcripts are more highly expressed in the LPN_2 cluster (fig. S6).

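The 3 genes were not used in the split, and each was compared between the larger and the smaller LPN-like group. Dop2R (X of dm6, 20004680 to 20062706) had 77.7 ± 20.6 TP10K (SD, n = 9 libraries) in the larger group and 2.16 ± 0.835 (n = 8) in the smaller, a log2 fold change of 5.23 (standard error 0.22, edgeR adjusted p = 8.2e-15). beat-VII (3R, 26645282 to 26681966) had 8.16 ± 0.812 and 1.89 ± 0.263 TP10K, a log2 fold change of 2.17 (standard error 0.12, edgeR adjusted p = 7.9e-13). side-II (2L, 14907489 to 14972300) had 0.612 ± 0.174 and 4.27 ± 0.673 TP10K, a log2 fold change of -2.75 (standard error 0.16, edgeR adjusted p = 2.0e-12). Each of these differences went the same way in all 8 libraries that held both groups. With 1 library left out in turn the log2 fold changes stayed between 5.09 and 5.36 for Dop2R, 2.11 and 2.21 for beat-VII, and -2.90 and -2.66 for side-II. Among the other genes not used in the split, the largest fold changes toward the larger group were those of CG9541 (log2 4.47), drl (3.96) and CG5773 (3.74), and CG8774 had 149 UMIs, none of them in the smaller group. Toward the smaller group they were those of dan (-4.84), danr (-4.73), pdm3 (-4.65), rst (-4.15) and beat-IIa (-3.67).

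**Figure D1:**
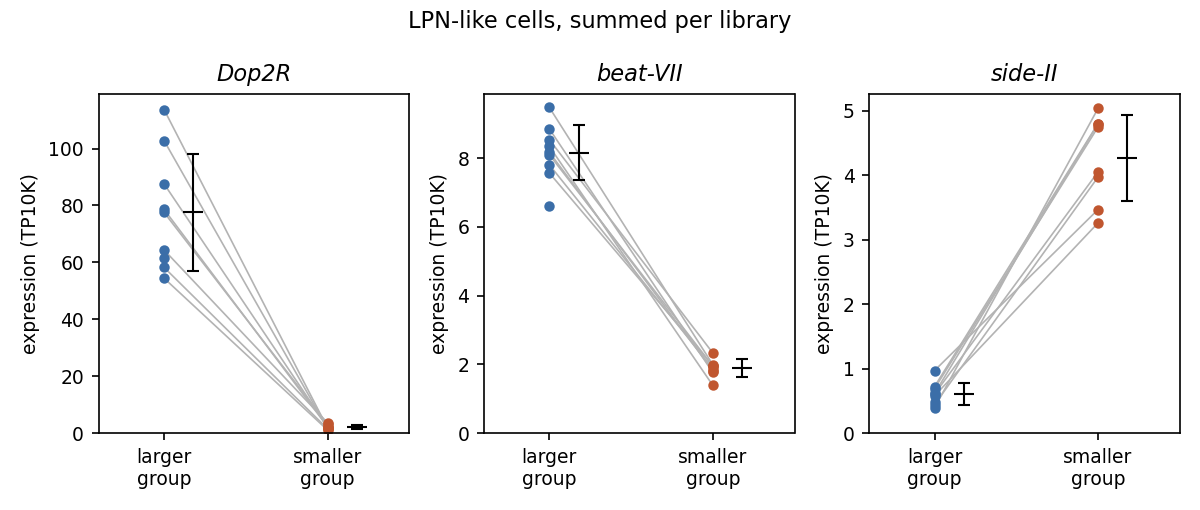
TP10K of side-II, beat-VII and Dop2R in the larger and the smaller LPN-like group, one point per library. Dop2R and beat-VII are higher in the larger group and side-II in the smaller in all 8 libraries that hold both.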

### Mapping DN3 clock neuron gene expression subtypes

To examine the differences in gene expression similarity between clock neuron clusters, we carried out gene expression correlation analysis. 

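Correlations between clusters were computed within each library over 2000 variable genes of log2(TP10K + 1) means, centred over clusters, and they are correlations across genes, which are not independent replicates. LNv-like, DN1p_1-like, DN1p_2-like and cluster 5, which was used in place of an LNd cluster, had a mean correlation with each other of 0.134 ± 0.0283 (SD, n = 9 libraries). The other clusters outside the DN3 group had 0.0499 ± 0.0303. The first was higher in 9 of 9 libraries (two-sided exact sign flip test over libraries, p = 0.0039, adjusted p = 0.00911 over 7 comparisons). In ZT14_1209 the first is DN1p_1-like with cluster 5 alone, as LNv-like (4 cells) and DN1p_2-like (3 cells) were below the minimum of 5. Spearman correlation moved the first value most, to 0.182.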

The LNd, LNv, and two DN1p neuron clusters show higher gene expression correlation (Fig. 2A, bottom right), in agreement with a previous result (*15*). Notably, most of the DN3 neuron clusters also have very similar gene expression (Fig. 2A, top left); the exceptions are DN3_7, DN3_11 and DN3_12 (Fig. 2A, purple arrows). 

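The 12 DN3 clusters other than DN3_7-like had a mean correlation with each other of 0.113 ± 0.0570 (SD, n = 10 libraries), from 0.0641 for DN3_3-like a to 0.157 for DN3_4-like. With clusters outside the DN3 group they had -0.161 ± 0.00729, lower in 10 of 10 libraries (two-sided exact sign flip test, p = 0.00195, adjusted p = 0.00911). The group was set by marker expression in these same cells, and profiles were centred over clusters. Both favour this difference, so it is no independent evidence of a DN3 class. DN3_7-like had a mean correlation of -0.0150 ± 0.00423 (n = 8) with the other DN3 clusters, below theirs in 8 of 8 libraries (exact p = 0.0078, adjusted p = 0.0109). By Spearman correlation this value was 0.0878, of the opposite sign, and with 500 and 5000 variable genes -0.0654 and -0.0384. The other DN3 clusters had means of 0.134, 0.0910 and 0.109 in the same order, above DN3_7-like each time. Cluster 23 had -0.120 ± 0.0156 (n = 9), below the DN3 clusters in 9 of 9 libraries (exact p = 0.0039, adjusted p = 0.00911). The DN3 clusters and the clusters outside the DN3 group other than LNv-like, DN1p and cluster 5 did not differ past the threshold, with the DN3 clusters higher in 9 of 10 libraries (exact p = 0.0586, adjusted p = 0.0684). The other library was ZT02_1209, without which they were higher in 9 of 9 (exact p = 0.0039, adjusted p = 0.00911). Compared with LNv-like, DN1p_1-like and cluster 5 (0.152 ± 0.0370, n = 9), the DN3 clusters were higher in 1 of 9 libraries (exact p = 0.0078, adjusted p = 0.0109), and with DN1p_2-like included (0.134) in 3 of 9 (exact p = 0.129, adjusted p = 0.129). The 1 of 9 was ZT14_1209, where the value compared is DN1p_1-like with cluster 5 alone.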

As noted above, DN3_7 and DN3_11 were identified previously, indicating that they represent the DN3 neurons, which are also labeled by the Clk856-GAL4 driver.

**Fig. 2.**
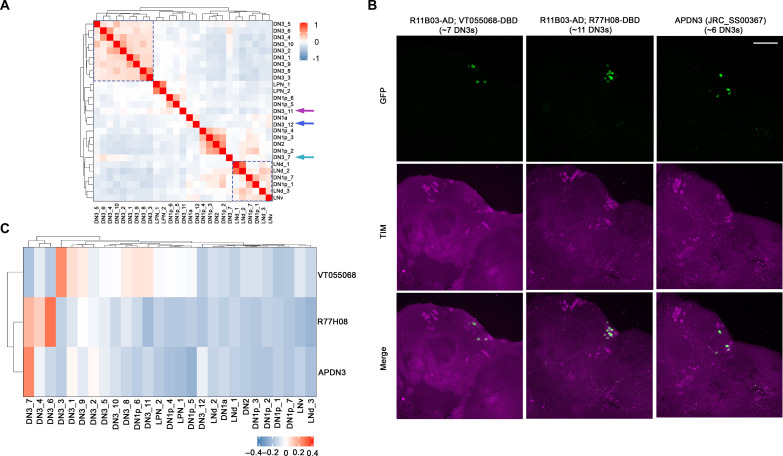
Mapping single-cell clusters to DN3 clock neurons. (**A**) Gene expression correlation of clock neuron clusters. Many of them show higher gene expression correlation except the three DN3 clusters pointed by colored arrows. (**B**) Expression pattern of sparse DN3 split GAL4 drivers. The driver lines were crossed with UAS-Stinger-GFP, flies were entrained in LD for 3 days before dissection at ZT18. Fly brains were costained with anti-GFP (green) and TIM (magenta). Scale bar, 50 μm. (**C**) Gene expression correlation between single-cell clusters and DN3 subgroups labeled by different sparse drivers. Flies were entrained in LD for 3 days and collected at ZT02.

To further map the DN3 single-cell clusters to brain neurons, we identified that two sparser DN3-relevant split GAL4s, R11B03-AD; VT055068-DBD and R11B03-AD; R77H08-DBD, label very specifically only 7 and 11 DN3 neurons, respectively (Fig. 2B). To assess the gene expression profiles of specific DN3 neurons, these previously unidentified DN3 driver lines and driver SS00367, which labels sleep-promoting APDN3 neurons (*25*), were used to drive EGFP expression. 

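Bulk RNA came from sorted GFP-positive neurons of the 3 drivers at ZT02, with 2 replicates (A and B) each. The authors deposited normalized signal values from Smart-seq3 libraries of polyA RNA. Every value (100%, tolerance 0.01) was a whole multiple of one step per library, as counts divided by a size factor would be. The paper's text does not name the aligner, the counting, the genome build or the normalization for these libraries. Dividing by the step gave 164631 to 505579 counts per library. Of 8467 listed genes, 20 were at 0 in all libraries. Replicates correlated across genes at 0.870 for R77H08, 0.928 for SS00367 and 0.907 for VT055068, and libraries of different drivers at 0.714 to 0.898. Each bulk library was set against the ZT02 profiles of the 26 clock neuron clusters by Pearson correlation of log2(value + 1), centred over drivers and over clusters, across 1638 variable genes. Genes are not independent replicates, and with 2 replicates per driver these correlations were not tested.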

Cells were collected at ZT02, RNA sequencing libraries were generated with Smart-seq3 (*32*), and these bulk RNA sequencing data were compared to the single-cell data (Fig. 2C).

The analysis indicates that the APDN3s are most highly correlated with a single cluster, DN3_7. 

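SS00367 had its highest mean correlation with DN3_7-like, 0.233 (0.277 in replicate A and 0.189 in B). DN3_7-like ranked first of 26 clusters in both replicates and under all 7 alternatives. DN1a-like came next with 0.0689, and then cluster 25 with 0.0529. Leaving out the centring moved the value with DN3_7-like to 0.322, a pseudocount of 0.1 to 0.161 and a pseudocount of 10 to 0.332.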

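R77H08 correlated most with cluster 13, at 0.249 (0.144 in replicate A and 0.354 in B), followed by cluster 17 at 0.208 (0.144 and 0.273). Both are DN3 clusters without a name, and the marker list closest to each was that of DN3_6. Cluster 13 had 6 markers 2-fold up and a mean log2 fold of 0.945, just short of the minimum of 1. Cluster 17 had 3 and 0.299. DN3_6-like had rank 3 at 0.182 (0.0885 and 0.276) and DN3_4-like rank 4 at 0.0955 (0.0717 and 0.119). DN3_7-like had rank 7 at 0.0143, with 0.0943 in replicate A (rank 3) and -0.0657 in replicate B (rank 21). Without centring, DN3_7-like came second at 0.216 after cluster 17 at 0.242, and under the other alternatives its rank was 6 to 12.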

The DN3 neurons identified by R11B03-AD; R77H08 (split-DN3_4/6/7) correspond to three clusters: DN3_7 (APDN3s), DN_4, and DN3_6. R11B03-AD; VT055068-DBD (split-DN3_3) was most highly correlated with DN3_3 and more weekly with several other clusters (Fig. 2C).

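VT055068 had its highest mean correlation with DN3_3-like a, 0.139 (0.109 in replicate A and 0.169 in B), first of the 26 clusters in both replicates. Lower values followed for cluster 26 (0.0922), cluster 24 (0.0859), DN3_3-like b (0.0844) and cluster 23 (0.0810). With DN3_7-like the correlation was -0.196. By Spearman correlation cluster 24 came first at 0.0867 and DN3_3-like a second at 0.0749. From these correlations the paper states that the cells of R11B03-AD; R77H08-DBD correspond to DN3_7, DN3_4 and DN3_6, and it names R11B03-AD; VT055068-DBD after DN3_3.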

### Unprecedented rhythmic gene expression in DN3s

We suspected that the DN3 clock neuron clusters wound have rhythmic gene expression patterns similar to the other clock neurons clusters already characterized (*15*). The clock gene *vri* shows a canonical temporal pattern in most of the DN3 clusters with peak expression between ZT14 and ZT18 (Fig. 3A). However, three DN3 clusters have unprecedented *vri* patterns: The cycling amplitude of DN3_3, DN3_4, and DN3_8 is much reduced with substantial expression at trough times, early morning, and light night; moreover, the very modest peak of *vri* expression in DN3_3 is delayed relative to the peak time of other clusters (Fig. 3A, blue arrows). 

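The gene vri (2L of dm6, 5288944 to 5311223) was rhythmic at an adjusted p under 0.05 in 21 of 26 clock neuron clusters over all genes, and in 25 when adjusted over the list alone (vri, tim and Pdp1). Among the 13 DN3 clusters it was rhythmic in 9, and in 12 adjusted over the list alone. In these 9 the fitted peak lay between ZT 13.3 and 17.0 with a median of 14.3, 7 of them fell within ZT14 to ZT18, and the highest time point was ZT14 or ZT18 in all 9. Their swings were log2 1.01 to 4.45. DN3_7-like rose from 1.97 TP10K at ZT02 to 12.0 at ZT14 (mean 5.67 ± 3.65, SD, n = 8 libraries), with a swing of log2 2.50 and an edgeR adjusted p of 8.6e-08. Over the alternatives the number of rhythmic clusters stayed between 21 and 23, the highest with the collection date as a block.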

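DN3_8 had no marker list and cannot be named here. Of the 2 clusters that carry the markers of DN3_3, DN3_3-like b had 8 of 10 markers 2-fold up with a mean log2 fold of 1.38 (10 of 10 and 3.17 in DN3_3-like a), and whether it stands for DN3_3 or DN3_8 is not settled. In DN3_4-like the vri swing was log2 0.75 with a fitted peak at ZT 13.7 (mean 7.12 ± 1.84 TP10K, edgeR adjusted p = 0.0934 over all genes and 9.2e-04 adjusted over the list alone). The lowest time point, 5.21 TP10K at ZT02, was 54.2% of the highest, 9.63 at ZT10. Over all genes this rhythm passed the threshold by DESeq2 (0.0186) and with the collection date as a block (0.0130), in a range of 0.0130 to 0.373 over the alternatives. DN3_3-like a had a swing of log2 0.59, from 5.99 TP10K at ZT06 to 9.60 at ZT18, with a peak at ZT 17.3 (adjusted p = 0.519 over all genes, 0.0126 adjusted over the list alone). Its peak stayed between ZT 16.8 and 17.7 with each library left out. DN3_3-like b had a swing of log2 0.40 (adjusted p = 0.998 and, over the list alone, 0.166).
At ZT02, ZT06 and ZT10 (5 libraries), vri was 1.68-fold the mean of the 9 other DN3 clusters in DN3_4-like (6.42 ± 2.00 against 3.83 ± 2.73 TP10K, higher in 5 of 5 libraries), 1.76-fold in DN3_3-like a (4 of 5) and 2.11-fold in DN3_3-like b (5 of 5). These 9 leave out DN3_2-like b, because its swing was seen to be reduced too (vri 8.43 TP10K at these times, 4 libraries), and with it included the folds were 1.54, 1.61 and 1.94. The paper names early morning and late night as trough times. At ZT10 the 9 were already at 3.62 to 12.5 TP10K, which lowers the folds. At ZT02 they had 0.517 to 4.34, against 5.21 in DN3_4-like, 6.94 in DN3_3-like a and 9.56 in DN3_3-like b. At ZT22, outside this comparison, they had 3.42 to 6.89, against 6.57, 8.53 and 9.13 in the same order. The difference in rhythm itself was tested as the interaction of cluster with cosine and sine, each cluster against the sum of the other DN3 clusters. For this test no adjustment had been fixed, and it is given over 7696 genes and over the list alone (vri, tim and Pdp1 in 13 clusters). For vri it gave adjusted p = 0.00274 in DN3_3-like a (swing log2 0.61 against 1.86, list alone 8.3e-06), 4.9e-05 in DN3_3-like b (0.37 against 1.86, list alone 1.5e-07) and 0.0744 in DN3_4-like (0.78 against 1.85, list alone 1.9e-04). Without ZT14_0307 the value over all genes was 0.0633 in DN3_3-like a. In DN3_4-like it was 0.0498 without ZT10_0624, 1.6e-05 by DESeq2 and 1.3e-07 with the library as a block, the lowest of its alternatives, of which the highest was 0.210. Over the list alone the vri interaction passed the threshold in these 3 clusters under every alternative, with a highest value of 0.00130.

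**Figure D2:**
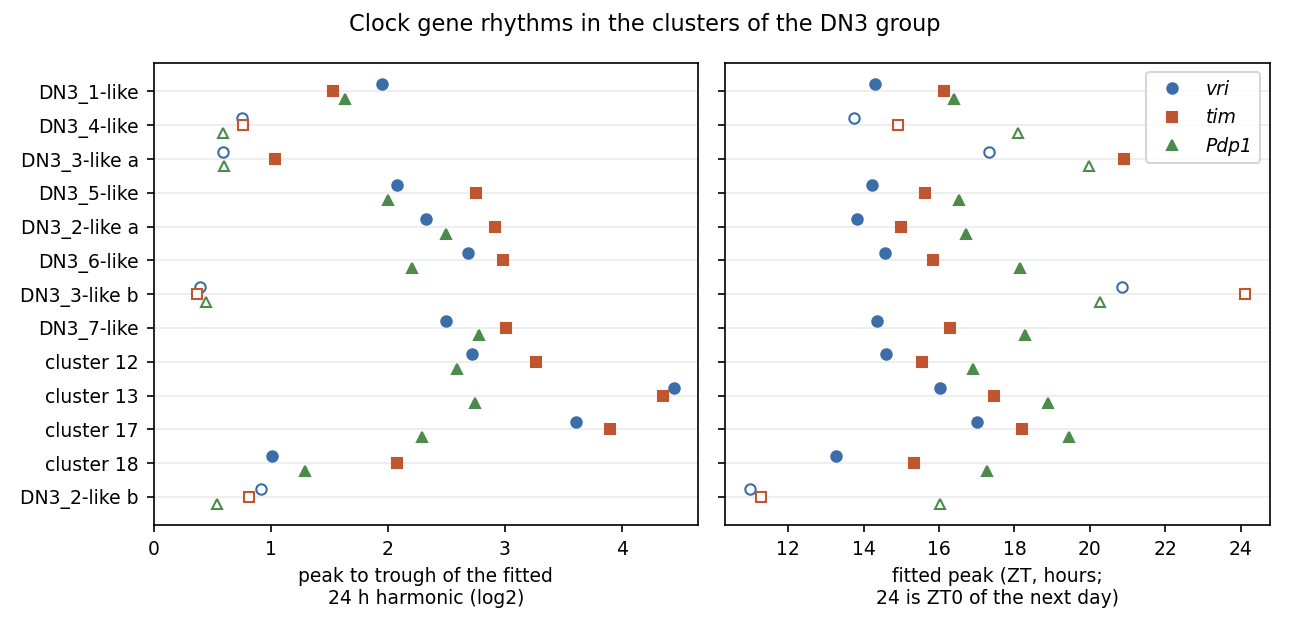
Fitted swing (log2, left) and fitted peak time (ZT, right) of vri, tim and Pdp1 in each of the 13 DN3 clusters. Filled points have an adjusted p under 0.05 over all genes and open points do not, and DN3_3-like a, DN3_3-like b and DN3_4-like have vri swings of 0.59, 0.40 and 0.75.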

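The gene Pdp1 (3L of dm6, 7811458 to 7867369) was rhythmic in 21 of 26 clock neuron clusters, and in all 26 adjusted over the list alone. Among DN3 clusters it was rhythmic in 9 with peaks at ZT 16.4 to 19.5, and in 13 adjusted over the list alone. Its swing in DN3_7-like was log2 2.78 with a peak at ZT 18.3 (edgeR adjusted p = 2.8e-09). In DN3_4-like the swing was log2 0.60 (adjusted p = 0.432 over all genes, 0.00931 over the list alone), and in DN3_3-like b it was 0.45 (0.998 and 0.0422). DN3_3-like a had a swing of 0.60 with a peak at ZT 20.0 (0.0838 and 9.4e-04). Over all genes the rhythm in DN3_3-like a passed the threshold by DESeq2 (0.0308), with the date as a block (0.00381) and without ZT02_1209 (0.0496), in a range of 0.00381 to 0.428. Pdp1 at ZT02, ZT06 and ZT10 was compared with the mean of the 9 other DN3 clusters (58.9 ± 9.44 TP10K). It was 1.63-fold as high in DN3_4-like (96.1), 2.15-fold in DN3_3-like a (126) and 1.68-fold in DN3_3-like b (99.0), each in 5 of 5 libraries. DN3_2-like b, not among the 9, was at 97.6, and with it included the folds were 1.54, 2.03 and 1.59. The interaction with cluster gave adjusted p = 0.0891 in DN3_4-like (list alone 4.9e-04), 0.00274 in DN3_3-like a (list alone 7.6e-06) and 0.00126 in DN3_3-like b (list alone 6.4e-06). In DN3_4-like the value over all genes was 0.0373 without ZT10_0624, 0.0152 by DESeq2 and 7.6e-14 with the library as a block, the lowest of its alternatives, of which the highest was 0.533.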

The *pdp1* cycling patterns in these three exceptional clusters are similar (fig. S7, blue arrows). The *tim* cycling patterns in two of these clusters, DN3_3 and DN3_8, are even more unusual than their *vri* and *pdp1* patterns; these two *tim* patterns show exceptionally high trough expression levels. Moreover, the delayed *tim* expression peak in DN3_3 is even more apparent than its delayed *vri* expression peak (Fig. 3B), which indicates that delayed clock gene expression in DN3_3 is probably general.

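The gene tim (2L of dm6, 3493986 to 3508119, with exons that overlap lncRNA:CR46495 on the opposite strand) was rhythmic in 22 of 26 clock neuron clusters and in 25 adjusted over the list alone. Among DN3 clusters it was rhythmic in 10, and in 12 adjusted over the list alone. At ZT02, ZT06 and ZT10, tim was at 28.7 ± 8.26 TP10K in DN3_3-like a and 29.8 ± 3.36 in DN3_3-like b (SD, 5 libraries). The mean of the 9 other DN3 clusters at these times was 3.90 ± 2.13, so the levels were 7.36-fold and 7.63-fold as high, in 5 of 5 libraries. DN3_4-like, at 7.41 TP10K, was 1.90-fold as high in 5 of 5 libraries. With DN3_2-like b (11.2 TP10K, 4 libraries) included among the others, the 3 were 6.44-fold, 6.67-fold and 1.66-fold as high. In DN3_3-like b the lowest time point, 25.9 TP10K at ZT10, was 80.1% of the highest, 32.4 at ZT02 (mean 29.3 ± 4.38), with a swing of log2 0.37 and no rhythm (edgeR adjusted p = 0.998). DN3_4-like had a swing of log2 0.76 with a peak at ZT 14.9 (adjusted p = 0.124 over all genes, 0.00131 over the list alone). That rhythm passed the threshold over all genes with the date as a block (0.0495) and without ZT14_0307 (0.0152), in a range of 0.0152 to 0.626.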

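In DN3_3-like a, tim rose from 22.7 TP10K at ZT06 to 43.0 at ZT22 (mean 33.1 ± 9.44), with a swing of log2 1.04 and a fitted peak at ZT 20.9 (edgeR adjusted p = 2.6e-04). With each library left out in turn the peak stayed between ZT 20.3 and 21.1. The median peak of the rhythmic DN3 clusters was ZT 16.0, in a range of 15.0 to 20.9, and DN3_7-like peaked at ZT 16.3 (from 2.88 TP10K at ZT06 to 18.5 at ZT14, adjusted p = 4.1e-09). The interaction of cluster with cosine and sine gave adjusted p = 6.0e-06 in DN3_3-like a (peak ZT 20.8 against 16.0 and swing log2 1.04 against 1.96 in the other DN3 clusters, list alone 1.5e-08). It gave 1.8e-06 in DN3_3-like b (swing 0.34 against 1.92, list alone 9.0e-09) and 0.124 in DN3_4-like (0.79 against 1.73, list alone 9.9e-04). In DN3_4-like the value over all genes was 0.00699 by DESeq2 and 1.3e-06 with the library as a block, the lowest of its alternatives, of which the highest was 0.696. The interaction tests amplitude and phase together, and the delay was not tested apart from the swing. From the later peaks of vri and tim, the paper proposes that delayed expression of clock genes is general in DN3_3.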

**Fig. 3.**
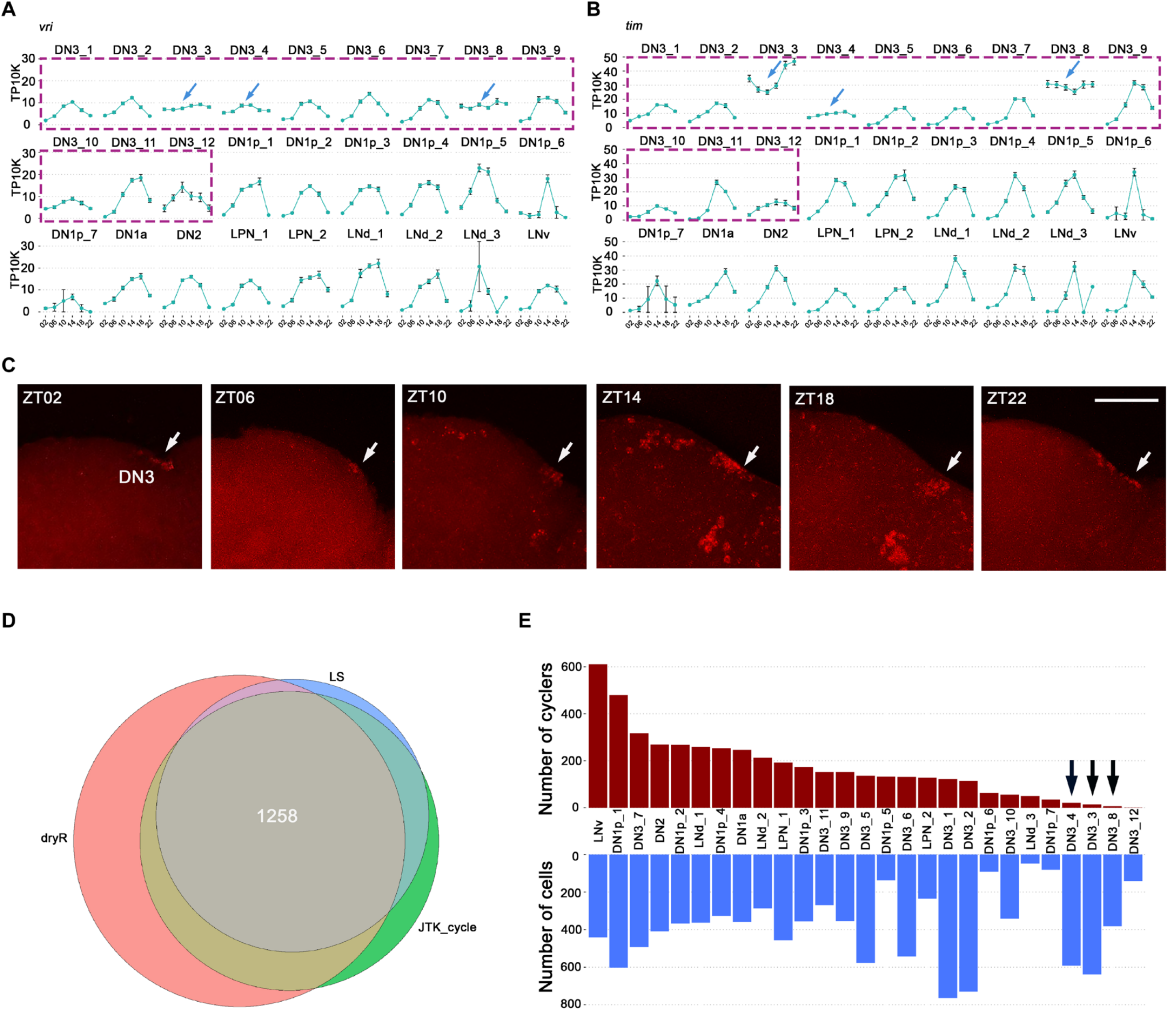
Unprecedented *tim* expression in DN3 neurons. (**A** and **B**) The mean *vri* (A) and *tim* (B) expression throughout the day in light: dark (LD) condition is graphed for each cluster. Error bars represent mean ± SEM. The arrows indicate the three DN3 clusters showing shifted or dampened *vri* or *tim* expression. (**C**) Fluorescent in situ hybridization (FISH) for *tim* mRNA transcripts in DN3 neurons throughout the day in LD condition. (**D**) Venn diagram showing the identified cycling transcripts by JTK_Cycle, LS, and dryR. There are 1258 high-confidence cycling transcripts in total. (**E**) The number of cells (bottom) and cycling transcripts in each cluster (top). The black arrows indicate the three DN3 clusters showing very limited rhythmic gene expression.

To further verify the unusual clock gene expression patterns in DN3 neurons, we carried out single molecular fluorescence in situ hybridization (FISH) in cleared whole-mount adult *Drosophila* brains (*33*). *tim* mRNA is clearly detectable only in the DN3s at traditional trough times of day (Fig. 3C), further underscoring the have unusual clock gene expression features of some DN3 neurons.

To address rhythmic gene expression of DN3s more generally, we used three standard algorithms to define oscillating gene expression among the clock neuron clusters: JTK_Cycle, Lomb-Scargle (LS), and dryR (*34*–*36*). The following cycling cutoffs were used to focus on robust cycling transcripts: a JTK_cycle *P* value of less than 0.05, a LS *P* value of less than 0.05, a dryR *P* value of less than 0.0, a cycling amplitude (maximum expression divided by minimum expression) of at least twofold, and a maximal expression of at least 0.5 TP10K. 

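Cycling transcripts were called in each cluster by the harmonic F test at an unadjusted p under 0.01, with a highest time point mean at least 2-fold the lowest and of at least 0.5 TP10K. Between 3654 and 6578 genes with at least 20 counts were tested per cluster, 7379 in any cluster. In total 1930 transcripts cycled in at least 1 cluster, in 7602 pairs of cluster and gene, with a median of 300 per cluster. Of these, 738 cycled in 1 cluster only and 199 in at least 10. At a Benjamini-Hochberg adjusted p under 0.05 with the same cutoffs for fold and level the number was 1563. When a rank test against cosines and a Lomb-Scargle test, each at p under 0.05, were required as well, it was 1376. Leaving out each library in turn gave 1776 to 1963, and without the filter on counts the number was 2223.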

In total, 1258 cycling transcripts were identified within the clock neuron clusters by these three different methods (Fig. 3D).

The number of cycling transcripts varies greatly between clusters, due in large part to the variable number of recovered cells per cluster. 

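Over the 26 clusters, the number of cycling transcripts ranged up to 697 in LNv-like and 634 in DN1p_1-like. It did not correlate with the number of cells (r = 0.0102, permutation p = 0.961, Spearman's rho = -0.0457, permutation p = 0.822, two-sided). Without the 2 clusters farthest from the median number of cells, r was 0.0308. It did correlate with the total UMIs of the cluster (r = 0.577, permutation p = 0.00243, adjusted p = 0.0146 over 6 relations), with rho = 0.598 (permutation p = 0.00163, adjusted p = 0.00978) and r = 0.728 without the 2 farthest clusters. Among the 13 DN3 clusters, r with cells was 0.0630 (permutation p = 0.839, rho = -0.137), and with UMIs 0.572 (p = 0.0434, adjusted p = 0.125, rho = 0.407, r without the 2 farthest 0.393). Among the 13 other clusters, r with cells was 0.428 (permutation p = 0.145, rho = 0.527, r without the 2 farthest 0.759), and with UMIs 0.529 (p = 0.0624, adjusted p = 0.125, rho = 0.610, r without the 2 farthest 0.884).

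**Figure D3:**
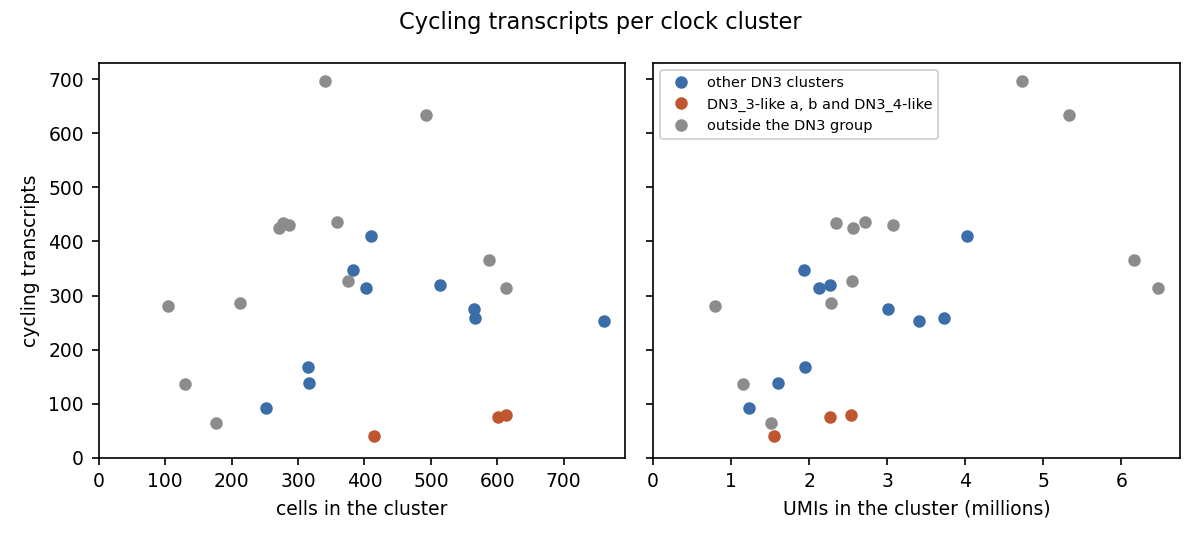
Number of cycling transcripts against the number of cells and against the total UMIs of the 26 clock neuron clusters, one point per cluster, with DN3_3-like a, DN3_3-like b and DN3_4-like in red. The correlations are 0.0102 with cells and 0.577 with UMIs.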

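DN3_4-like had 80 cycling transcripts in 613 cells, DN3_3-like a 76 in 601 cells and DN3_3-like b, which may stand for DN3_3 or DN3_8, 41 in 415 cells. DN3_7-like had 410 in 410 cells, and cluster 23, which stands here for the cluster with CapaR, had 286 in 213 cells. The numbers in DN3_7-like and cluster 23 were 3.58-fold to 10.0-fold those in the first 3 clusters. When counts were thinned to the same number of UMIs per library, the ratios were 3.09 to 7.83. Over the 8 libraries that held all of these clusters, a setting chosen after seeing the data, they were 2.88 to 7.65. The first 3 clusters had fewer in 6 of 6 comparisons under every setting, with a smallest ratio of 2.32 without ZT14_0307. With each library left out, the numbers were 61 to 89 in DN3_4-like, 65 to 94 in DN3_3-like a, 33 to 50 in DN3_3-like b, 360 to 410 in DN3_7-like and 218 to 286 in cluster 23.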

Notably, however, DN3_3, DN3_4, and DN3_8 have many fewer cycling transcripts than DN3_7 and DN3_11 despite the fact that the first three clusters have more cells than DN3_7 and DN3_11 (Fig. 3E). In light of the aberrant clock gene cycling profiles expression in DN3_3, DN3_4, and DN3_8, we speculate that the molecular circadian program in these three clusters is less robust than in other circadian neurons clusters (see Discussion).

Activity-regulated genes (ARGs) are typically rapidly induced by neuronal firing presumably without the need for de novo protein synthesis and with important roles in neuronal function. We next investigated ARG expression in our clock neuron subtypes to explore whether they could reflect neuronal activity patterns across the day. 

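The activity-regulated genes sr (3R of dm6, 18090803 to 18135583), Hr38 (2L, 20683462 to 20714588), CG14186 (3L, 20098084 to 20103827) and CG17778 (X, 494614 to 496369), were compared as mean TP10K over libraries in each of the 26 clusters. The exons of Hr38 overlap CG2617 on the opposite strand. The level of sr ranged from 0.836 to 10.3, with the highest in cluster 23, and that of Hr38 from 2.69 to 16.7, with nearly the same level in the 2 highest, DN3_4-like (16.7, and 15.1 without ZT18_0623, its highest library) and cluster 23 (16.6). CG14186 ranged from 1.06 to 4.00, highest in cluster 25, and CG17778 from 0.229 to 1.68, highest in DN1p_1-like. In cells outside the clock neuron clusters the levels were 1.23 for sr, 3.27 for Hr38, 1.06 for CG14186 and 0.766 for CG17778.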

Consistent with previous genome-wide analysis in the fly brain and sorted neurons (*37*), ARG expression is remarkably cell type specific at the single-cell level. 

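The number of clusters with a rhythm was 11 of 26 for sr, 7 for Hr38, 10 for CG14186 and 9 for CG17778, which was tested in 25. Adjusted over the list alone, the numbers were 17, 14, 12 and 13. For sr the number was 7 without ZT14_0307 and without ZT22_0624, 7 by DESeq2 and 18 with the collection date as a block. For Hr38 it was 12 without ZT18_0623 and 16 with the block, and for CG14186 it was 6 without ZT14_0307. Fitted peaks of the rhythmic clusters lay between ZT 0.11 and 19.8 for sr, 2.09 and 6.75 for Hr38, 2.62 and 23.3 for CG14186, and 2.16 and 17.8 for CG17778. In DN3_1-like all 4 genes were rhythmic, with peaks at ZT 0.20 for sr (edgeR adjusted p = 5.1e-04), 3.75 for Hr38 (0.00135), 2.62 for CG14186 (8.5e-04) and 5.01 for CG17778 (1.2e-05). In cluster 13, a DN3 cluster, sr peaked at ZT 17.7 with a swing of log2 3.32 (edgeR adjusted p = 4.0e-08), CG14186 at 18.1 with a swing of 2.64 (8.1e-08) and CG17778 at 17.8 with a swing of 3.22 (2.6e-06). In DN1p_1-like the peaks were at ZT 23.3 for CG14186 (edgeR adjusted p = 2.3e-04) and 2.16 for CG17778 (6.3e-06). Differences in peak time between genes were not tested.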

Among the known ARGs, *sr*, *Hr38*, *CG14186*, and *CG17778* are rhythmically expressed in several clock neuron clusters, but their peak expression phases vary (fig. S8). These expression patterns suggest that ARGs respond in clock neuron–specific ways and perhaps even to different stimuli.

Neurotransmitters and neuromodulators interact with G protein–coupled receptors (GPCRs) to excite, inhibit, or modulate the GPCR-expressing neurons. Our recent studies have shown that GPCRs are highly enriched in the fly brain clock network, and GPCR transcripts alone can define the adult brain dopaminergic and circadian neurons (*16*, *38*). 

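CapaR (3L of dm6, 21558974 to 21562181) encodes the receptor of the neuropeptide Capa. It was highest in cluster 23, at 1.17 ± 0.534 TP10K (SD, n = 9 libraries). A CapaR UMI was found in 63.8% of the 213 cells (median depth 10780 UMIs), against 0.737% of cells outside the clock neuron clusters (median depth 4494 UMIs). Cluster 20 had 0.239 TP10K, with a UMI in 16.6% of cells, and no cluster of the DN3 group had more than 0.00471. CapaR could be tested in 2 clusters. In cluster 23 it rose from 0.461 TP10K at ZT02 to 1.91 at ZT14, with a swing of log2 1.21 and a peak at ZT 14.5 (edgeR adjusted p = 0.0640 over all genes, 0.00693 adjusted over the list alone, which is CapaR and TrissinR). Over all genes it passed the threshold without ZT18_0623 (0.0391), ZT22_0624 (0.0369) and ZT22_0805 (0.0483), in a range of 0.0369 to 0.332 over the alternatives. The number of clusters with a CapaR rhythm was 0 over all genes by edgeR and by DESeq2, and 1 adjusted over the list alone.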

Notable in this context, *CapaR* encodes the GPCR for the neuropeptide Capa, and this transcript is substantially and rhythmically expressed in only a single DN3 cluster, DN3_11 (fig. S9). A second GPCR transcript, *TrissinR*, is highly expressed in seven different DN3 clusters (Fig. 4A) and oscillates robustly in clusters DN3_5, DN3_6, and DN3_7 (Fig. 4B). 

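TrissinR (2L of dm6, 5824004 to 5856767) reached at least 5 TP10K in 10 clusters, of which 9 were DN3 clusters. These were DN3_3-like b (17.3), cluster 13 (16.5), DN3_3-like a (16.1), DN3_6-like (13.8), DN3_7-like (11.4), cluster 17 (10.8), DN3_5-like (9.76), DN3_2-like b (8.81) and DN3_1-like (6.31). It was rhythmic in 10 of 25 clusters tested, and in 15 adjusted over the list alone. Among DN3 clusters it was rhythmic in 6, and in 10 adjusted over the list alone. DN3_5-like had a swing of log2 1.08 with a peak at ZT 18.0 (edgeR adjusted p = 1.5e-04), and its time point means ranged from 6.54 to 13.7 TP10K. In DN3_6-like the swing was 1.46 with a peak at ZT 19.1 (3.7e-07), from 8.22 to 18.9 TP10K. DN3_7-like had a swing of 2.40 with a peak at ZT 19.2 (1.2e-06), from 3.92 TP10K at ZT10 to 18.7 at ZT18. Clusters 13 and 17 were rhythmic too, with swings of 1.82 and 1.63 and adjusted p of 1.4e-08 and 9.8e-06. DN3_4-like, at 2.23 ± 1.53 TP10K, had an adjusted p of 0.0261, which fell short of the threshold in 7 of the 10 fits with a library left out, at 0.114 (ZT02_0307), 0.0577 (ZT06_0623), 0.204 (ZT06_0805), 0.0652 (ZT10_0624), 0.135 (ZT14_1209), 0.155 (ZT18_0623) and 0.0573 (ZT22_0624), in a range of 1.1e-04 to 0.204 over the alternatives. Over the alternatives the number of rhythmic clusters was 8 to 11.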

Its ligand, the neuropeptide Trissin, is expressed in only two LNd clock neurons and a few neurons outside of the clock network (*15*, *39*).

**Fig. 4.**
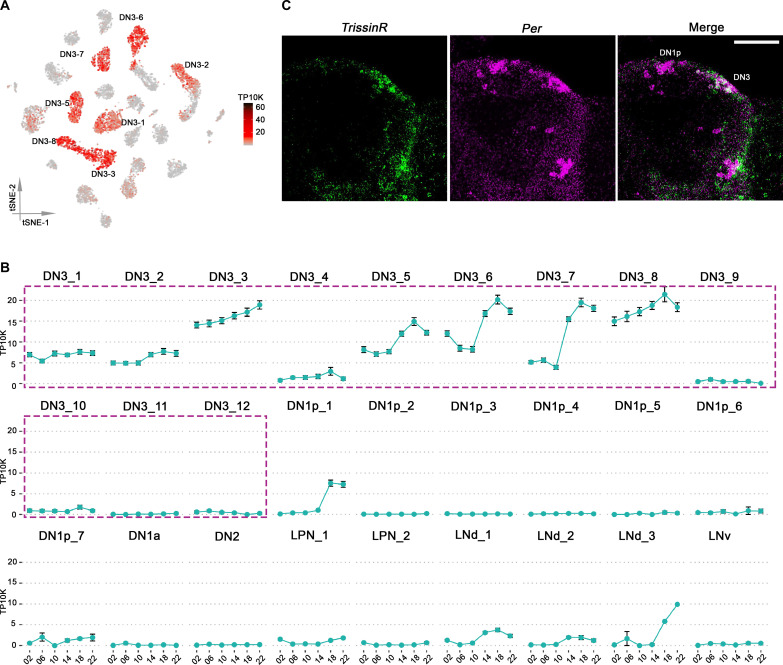
*TrissinR* expression in Drosophila clock neurons. (**A**) t-SNE plots showing *TrissinR* expression. Red indicates higher expression (color bar, TP10K). (**B**) The mean *TrissinR* expression throughout the day in LD condition is graphed for each cluster. Error bars represent mean ± SEM. *TrissinR* expression is specific to the DN3 neurons. (**C**) RNA-scope for *TrissinR* mRNA transcripts in DN3 neurons at ZT18.

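The mean TrissinR level was 9.13 ± 2.25 TP10K (SD over 10 libraries) in the DN3 clusters and 0.976 ± 0.572 in the other clock neuron clusters. It was higher in the DN3 clusters in 10 of 10 libraries (two-sided exact sign flip test, p = 0.00195). The median over clusters was 9.76 TP10K in the DN3 group and 0.276 outside it. Cluster 25, outside the DN3 group, had 8.18 ± 2.76 TP10K, with time point means from 4.32 at ZT10 to 10.6 at ZT18. TrissinR was rhythmic in 4 clusters outside the DN3 group. Among these, DN1p_1-like, with 2.63 ± 2.89 TP10K, and LPN-like, with 0.662, had low levels (edgeR adjusted p = 9.3e-07 and 6.6e-07). Cells outside the clock neuron clusters had 0.359 TP10K, with a TrissinR UMI in 9.40% of them.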

To further verify *TrissinR* expression in DN3s, we conducted in situ hybridization with *TrissinR* probes at ZT18, when TrissinR shows peak expression levels (Fig. 4B). *TrissinR* is indeed enriched in the DN3 region of the fly brain, which is further defined by *per* expression (Fig. 4C).

### TrissinR expression in DN3 subtypes promoting sleep

To address a possible biological function of TrissinR expression in DN3s, we exploited our recent *Drosophila* GPCR gRNA library and recently characterized split GAL4 driver lines to knock out *TrissinR* only in DN3s (*38*). The DN3 driver split-DN3-broad resulted in a robust reduced sleep phenotype in the daytime and the nighttime (Fig. 5A). Knocking down TrissinR expression with the same driver and an RNAi line showed only reduced sleep during the nighttime, perhaps because the RNAi approach is less complete than the guide approach (fig. S6). To further investigate DN3 neuron subsets, we knocked out *TrissinR* only in the approximately 11 DN3 neurons expressed by the split-DN3_4/6/7 driver. These flies only showed reduced nighttime sleep with sleep latency also substantially increased (Fig. 5B). Given the much more modest effect of knocking out *TrissinR* with the APDN3 and split-DN3-3 drivers (fig. S11), as well as the expression patterns of the split-DN3_4/6/7 driver (Fig. 2C), much of the *TrissinR* effect may come from cluster 6.

**Fig. 5.**
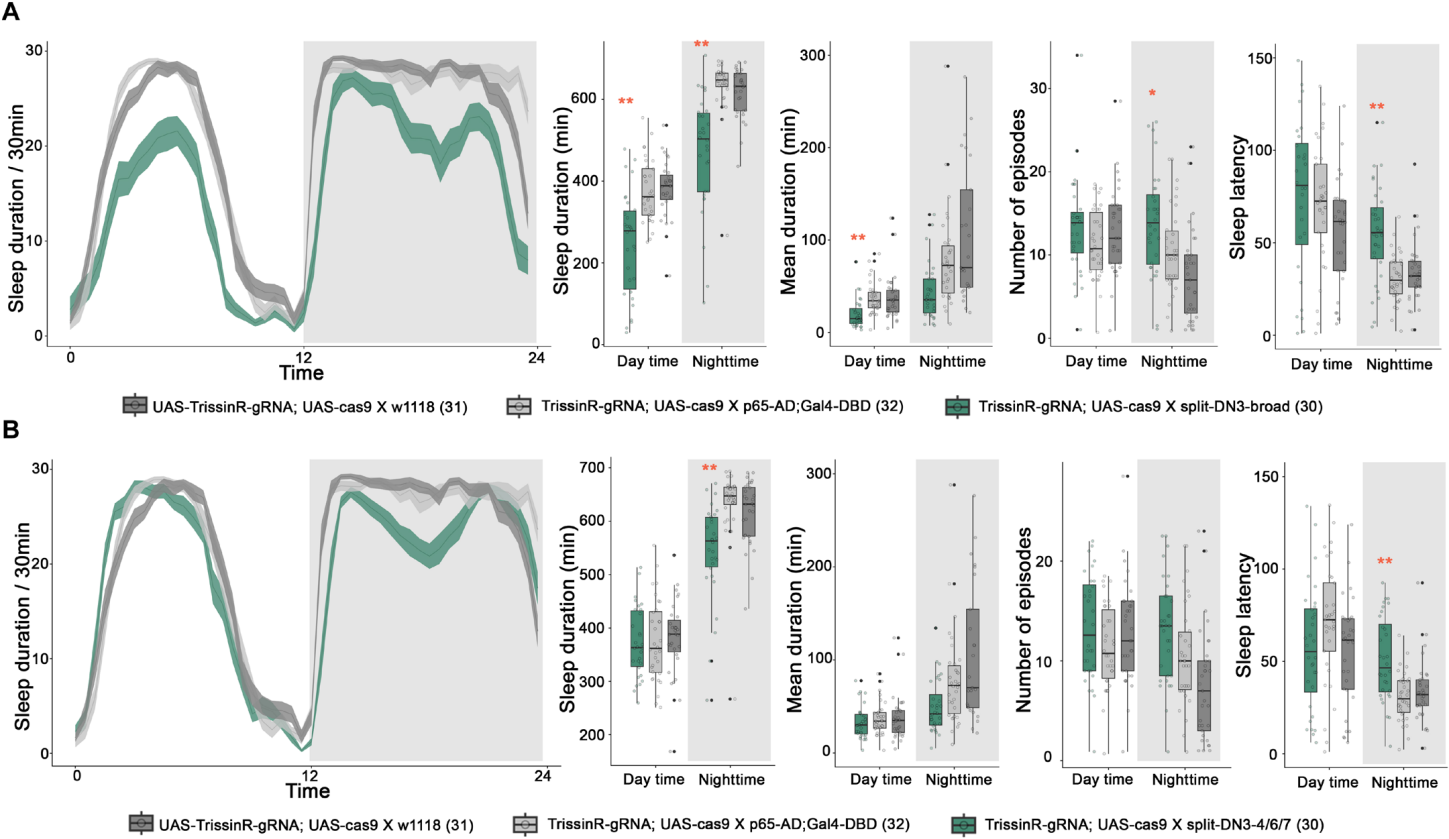
TrissinR expression in DN3 neurons promotes sleep. (**A** and **B**) Sleep plots of split-DN3-broad (A), split-DN3-4/6/7 (B) driven UAS-TrissinR-gRNA; UAS-Cas9 (blue), and controls (light and dark gray). The solid lines represent the averaged sleep amount, and the shading represents SEM for each time point. Quantified sleep durations, mean durations, number of sleep episodes, and sleep latency are shown on the right panels. An asterisk (*) represents *P* < 0.05, and two asterisks (**) indicate *P* < 0.01. Statistical analysis was performed using a one-way ANOVA with post hoc Tukey’s post hoc test.

## DISCUSSION

This study provides an invaluable resource, namely, the most comprehensive and high-resolution single-cell transcriptomic analysis of the 240 *Drosophila* clock neurons with a particular focus on the previously uncharacterized DN3s. This medium size number of clock network neurons makes it an ideal system to study how gene expression patterns within different transcriptomic cell types contribute to distinct projection patterns and ultimately a variety of circadian behaviors. Gene expression very likely underlies the heterogeneous morphologies of different clock neurons. Moreover, different DN3 subtypes regulate the sleep behavior of flies in a time-dependent manner.

It may appear surprising that the about 120 *Drosophila* clock neurons (in each hemisphere) are separated into so many, at least 27 distinct transcriptomic cell types. However, we previously showed that most clock neurons and even adult fly brain dopaminergic neurons are more heterogeneous at the RNA level than anatomically defined (*15*, *16*), and this current study extends this conclusion to the enigmatic DN3 clock neurons. There are at least 12 DN3 transcriptomic cell types of which two were previously identified (*15*). This is in contrast to the seven anatomical types identified by Nils *et al.* (*13*). Nonetheless, the large number of DN3 neurons suggests that they may be less heterogeneous at the RNA level than the more traditionally defined clock neurons. Perhaps many DN3 neurons emerge together at a late stage of development and share a more closely related linage than other clock neurons. It is of future interest to compare in more detail gene expression features of different DN3 cell types and how they contribute to function as we have done here for *TrissinR*.

The large number of gene expression cell types still somewhat underrepresents the diversity of gene expression within clock neurons. 

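Trissin (3R of dm6, 15484730 to 15485396) was left out of the clustering of the 10X cells. In cluster 5, which expresses NPF, 33 of 588 cells (5.61%, exact 95% interval 3.89% to 7.79%) had at least 10 Trissin UMIs, from 71 to 3208 with a median of 977. These cells came from 7 libraries, 21 of them from ZT02_0307, and without that library they were 12 of 487 (2.46%). No cell among the 9752 of the other clock neuron clusters had as many, which allows a share of up to 0.0308%, and outside the clock neuron clusters 2 of 13565 had. The mean Trissin level was 37.4 TP10K in cluster 5 and 0.0516 in the next cluster. All 33 cells carried sNPF (100%, against 6.13% of the other cells of cluster 5). Of the 33, 90.9% carried cry and 97.0% Pdfr, against 84.0% and 47.4% of the other cells. No cell of the 33 held an NPF UMI (0%, which allows up to 9.09% with such a UMI), against 73.0% of the other cells of cluster 5 (two-sided Fisher's exact test, p = 2.2e-18). The limit is one of detection and not of expression. Median depths were 10088 UMIs in the 33 cells and 10249 in the other cells of the cluster.

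**Figure D4:**
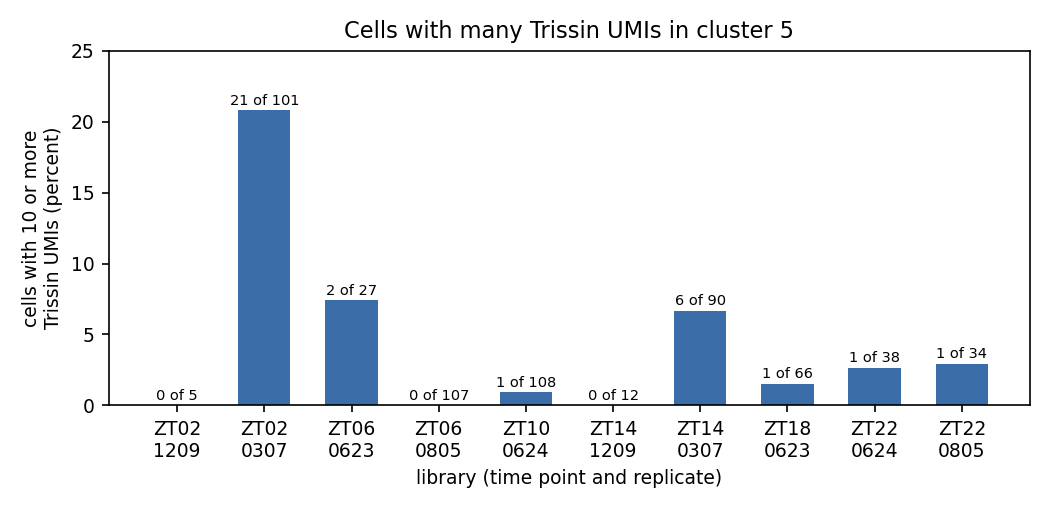
Percent of the cells of cluster 5 with at least 10 Trissin UMIs in each library, with the number of such cells. The highest share is 20.8%, 21 of 101 cells, in ZT02_0307.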

Although most of the previous single-cell transcriptomic cell types were reproduced in the current study, we failed to identify the Trissin-expressing LNd neurons, which seem particularly sensitive to these single-cell RNA sequencing methods. These cells were reliably detected only with modified CEL-Seq2 method, but not the 10X Chromium, perhaps due to the difference in the underlying sequencing library preparation biochemistry between these two methods. Nonetheless, the remarkable gene expression diversity described here contrasts with the single-cell/nucleus RNA sequencing efforts from mice SCN (*6*–*8*).

In addition to the gene expression classification of clock neurons, our study also allows us to compare the transcriptomic cell types with neuron morphologies and projection patterns. The six LNd clock neurons were separated into four different morphological groups, which are in concordance with the EM dataset (*15*, *40*). The three LPN neurons are now separated into two distinct clusters, which is likely due to the excellent cell coverage provided by the current study and reflecting the high fidelity of our single-cell gene expression analysis. It is of great interest how these two adjacent LPN groups interact with their partners to regulate sleep and wakefulness, respectively. Because the single-cell data in the current study were only assayed from adult flies, the genes involved in neuronal differentiation and axon guidance during development may not be represented in the data. This makes gene expression in developing clock neurons of future interest.

Most of the lateral clock neurons and some of the dorsal clock neurons have been extensively studied, but the gene expression basis and functions of DN3 clock neurons are largely unknown. One main reason for this deficiency is the lack of good driver lines to label these neurons. The DN3 neurons appear to be heterogeneous based on previous immunohistochemistry studies (*29*, *41*, *42*). The joint effort of split GAL4 screening and single-cell RNA sequencing in the current study resolved the gene expression basis of DN3 clock neuron identity for the first time in decades. The methodology in the current study is readily applicable to other neurons in *Drosophila* adult brain.

Rhythmic gene expression in the brain and peripheral tissues dictates many different behaviors and at least 80% of protein-coding genes are reported to be oscillating in a daily manner in a tissue-specific fashion (*43*, *44*). In this context, some DN3 clusters had unusual cycling features, i.e., their core clock gene expression was shifted or showed a dampened amplitude. More general rhythmic gene expression analysis also indicated that there were very few cycling transcripts in these clusters, especially in DN3_3, DN3_4, and DN3_8. We noted that the two DN3 clusters labeled by Clk856-GAL4 showed more robust core clock gene cycling and cycling transcript expression in general. How core clock gene expression is differentially regulated in these neurons needs further investigation.

GPCRs play a pivotal role in neuron communication. Our previous studies showed that GPCRs are enriched in *Drosophila* clock neurons, and GPCRs alone could define the cell types within the clock network (*16*, *38*). Indeed, a large number of GPCRs are rhythmically expressed in a cell type–specific manner, which further underscores the importance of the dynamic interactions between the circadian network and their upstream or presynaptic partner neurons. In addition, our analysis of cell type–specific GPCR expression provides functional insight into DN3 function. We show that TrissinR expression in different DN3 subtypes promotes fly sleep. These findings complement our previous study showing that a small subset of DN3 neurons receives synaptic input from DN1ps and project to claw neurons to promote fly sleep (*25*).

It is notable that Trissin expression in the brain is highly specific. In addition to the two Trissin-expressing circadian LNd neurons identified on the basis of a fly chemoconnectome line (*15*, *39*, *45*), Trissin is also enriched in another uncharacterized neuron in the fly midbrain based on a chemoconnectome Trissin-Gal4 line (fig. S12). A recent study suggested that Trissin-expressing LNds promotes the transition from arousal to sleep at dusk (*46*).

In summary, the DN3 clock neurons in *Drosophila* adult brain are notably heterogeneous in gene expression and function. Moreover, the developed driver lines and many cell type–specific marker genes identified in this study will help drive further understanding of DN3 clock neuron function.

## MATERIALS AND METHODS

### Fly strains and rearing

Flies were raised on standard cornmeal medium with yeast under LD (12-hour light/12-hour dark) conditions at room temperature. The fly lines used in this study are listed in the key resource table.

### Fluorescence-activated cell sorting

To label the clock neurons, we first generated a stable line of Clk856-GAL4; UAS-EGFP and then crossed it with R11B03-AD; VT2670-DBD. Equal numbers of males and females were first entrained for at least 3 days under LD conditions at 25°C before dissection at different time points of the day. Fly brains were dissected in cold dissection saline [9.9 mM Hepes KOH (pH 7.4), 137 mM NaCl, 5.4 mM KCl, 0.17 mM NaH_2_PO_4_, 0.22 mM KH_2_PO_4_, 3.3 mM glucose, and 43.8 mM sucrose] with neuronal activity inhibitors (20 μM 6,7-dinitr oquinoxaline-2,3dione, 0.1 μM tetrodotoxin, and 50 μM d,l-2-amino-5-phosphonovaleric acid). The brains were digested with papain (50 U/ml; ~2 μl per brain; Worthington Biochemical, #LK003176) at room temperature for 25 to 30 min. Brains were then washed twice with ice-cold active Schneider’s Medium after the digestion. Flame-rounded 1000-μl pipette tips with different-sized openings were used to triturate the brains. The resulting cell suspension was passed through a 100-μm sieve. Hoechst dye (one drop per 0.5 ml of sample; Invitrogen, #R37605) was added into the sample tube to stain the nucleus (15 min at room temperature). A BD Melody FACS machine in single-cell sorting mode was used for cell collection. GFP- and Hoechst-positive single cells were collected in a 1.5-ml Eppendorf tube containing 0.3 ml of collection buffer [phosphate-buffered saline (PBS) + 0.04% bovine serum albumin] and used for downstream single-cell RNA sequencing library preparation. To minimize the possible stress to the cells, the collection devices were kept at 5°C constantly during the sorting process.

### Library preparation and raw data processing

The collected cells from the FACS machine were spun down on a benchtop centrifuge by 700*g* for 10 min at 4°C before loaded to the GEM chip from the Chromium Single Cell 3′ Kit (version 3) of 10X Genomics. The libraries were prepared according to the standard user guide (CG000315 Rev. B) from 10X without any modifications. 10X libraries were sequenced by Illumina NextSeq 500 with the High Output Kit version 2.5 (75 cycles). The Cell Ranger package from 10X was used to map the sequencing data to the *Drosophila* genome (dm6), only the alignments to annotated exons were used for unique molecular identifier (UMI) quantitation.

### Dimensionality reduction and clustering analysis

To focus on the high-confidence single cells, we first filter out low-quality cells based on the following criteria: (i) fewer than 300 or more than 3500 detected genes; (ii) fewer than 1000 or more than 15000 total UMI; (iii) gene expression entropy smaller than 5.0, where entropy was defined as −nUMI x ln(nUMI) for genes with nUMI >0, where nUMI was a number of UMI in a cell; and (iv) the percentage of mitochondria RNA greater than 10%. The possible doublets were detected by Scrublet with default setting, and excluded from the downstream analysis.

We next combined the high-confidence clock neurons from previous studies and the single cells from current study to identify the facile clock neuron clusters (*15*, *16*). The integration and clustering method has been described previously (*9*). We first separate the raw dataset by methods and time points, then carry out data transformation, normalization and variance by SCTransform function from the Seurat package (*27*). The batch effect was removed by regressing out numbers of genes, UMIs, detected genes per cell, sequencing batches, and percentage of mitochondrial transcripts. We computed 3000 variable genes at each time point and method and only used the shared variable genes in all conditions for the clustering analysis, which resulted in 69 clusters. We next applied a cluster-wise filtering; only the clusters with high core clock genes were retained.

### Bulk RNA sequencing

Flies were entrained for at least 3 days before being collected and dissected at ZT02. GFP-positive neurons were sorted and collected as aforementioned. PolyA mRNA was isolated with the Dynabeads mRNA direct kit (Thermo Fisher Scientific 61011). Subsequently, cDNA and sequencing libraries were prepared using Smart-seq3 (*32*). Final libraries were quantified on a High Sensitivity D1000 ScreenTape on the Agilent TapeStation.

### Cycling transcripts analysis

We used three different computational methods, including JTK_Cycle, LS, and dryR, to identify the facile cycling transcripts in single-cell clusters (*34*–*36*). To be considered cycling, the following cutoffs were used: (i) a JTK_cycle *P* value of less than 0.05, (ii) an LS *P* value of less than 0.05, (iii) a dryR *P* value of less than 0.01, (iv) a cycling amplitude (maximum expression divided by minimum expression) of at least twofold, and (v) a maximal expression of at least 0.5 TP10K.

### Immunostaining

Three to 5-day-old flies were entrained in LD conditions for 3 days before being fixed with 4% (v/v) paraformaldehyde with 0.5% Triton X-100 for 2 hours and 40 min at room temperature. Brains were dissected and then washed twice (10 min) in 0.5% PBST buffer before being blocked overnight in 10% normal goat serum (Jackson ImmunoResearch Lab) at 4°C. The brains were then incubated in, a rat anti-TIM at 1:200 dilution, a mouse or chicken anti-GFP antibody at a 1:1000, a rat anti–red fluorescent protein antibody at 1:200 for overnight, then the brains, then were washed twice (10 min) in 0.5% PBST buffer. The corresponding secondary antibodies were added and incubated overnight. Brains were mounted in Vectashield (Thermal Fisher Scientific) and imaged on a Leica SP8 confocal microscope.

### Fluorescent in situ hybridization

FISH for *timeless* expression was performed as described previously onto wild-type flies (w1118) at different times of day with the following exceptions: custom oligo probes were ordered against the entire *timeless* mRNA sequence and conjugated with Quasar 670 dye (Stellaris Probes, Biosearch Technologies). The probes were diluted to a final concentration of 0.75 mM for the hybridization reaction. The brains were washed before mounting them onto slides with Vectashield Mounting Medium (Vector Laboratories). The slides were immediately viewed on a Zeiss 880 series confocal microscope.

### Drosophila behavior assay

We used the *Drosophila* Activity Monitoring System (Trikinetics) to record the number of beam crosses caused by the fly in 1-min intervals. Five- to 6-day-old male flies were used for the behavior analysis, in which flies were individually placed in glass tubes containing 2% agar and 4% sucrose. The flies were entrained under 12:12 LD conditions for at least 3 days. Each experiment was performed at least twice and got similar results. The sleep analysis was performed with MATLAB. Statistical analysis was performed using a one-way ANOVA (analysis of variance) with post hoc Tukey’s post hoc test (www.statskingdom.com), and a *P* value of less than 0.05 compared to all control groups was considered significant.

# Supplementary material for: Transcriptomic DN3 clock neuron subtypes regulate Drosophila sleep
**Source:** Sci Adv. 2025 Jan 3;11(1):eadr4580. doi: 10.1126/sciadv.adr4580
**Supplement:** Supplementary file 1 — Figs. S1 to S12 Table S1 Legend for data S1

Supplementary Materials for  
**Transcriptomic DN3 clock neuron subtypes regulate *Drosophila* sleep**

Dingbang Ma *et al.*

*Sci. Adv.* **11**, eadr4580 (2025)  
DOI: 10.1126/sciadv.adr4580

**The PDF file includes:**

Figs. S1 to S12  
Table S1  
Legend for data S1

**Other Supplementary Material for this manuscript includes the following:**

Data S1

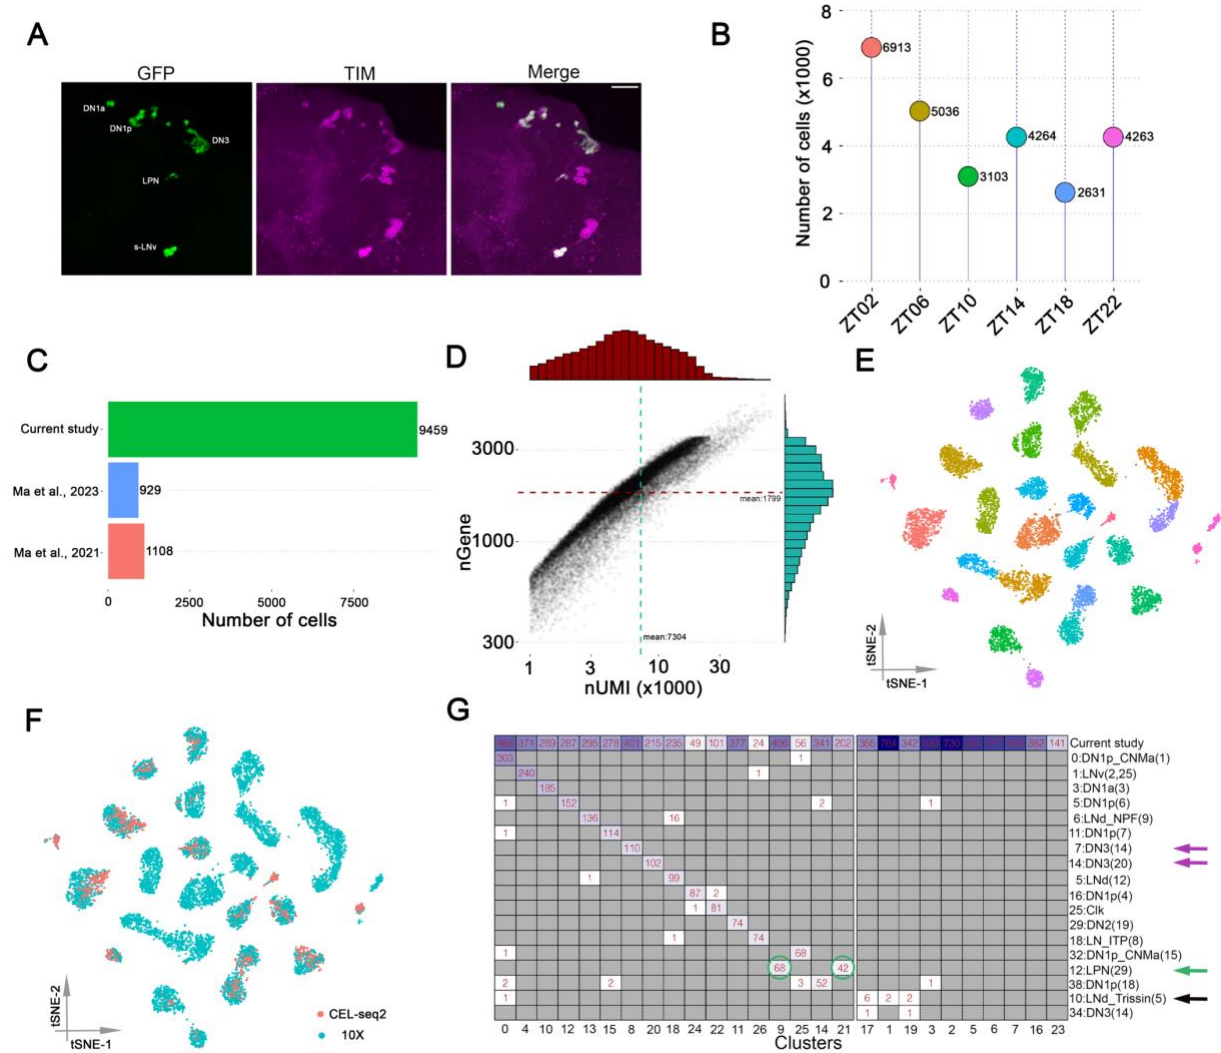

**Figure S1. Identification of high confidence *Drosophila* clock neuron clusters.** (A) Confocal stack images of immunostained brains from R11B03-AD; VT2670-DBD > UAS-Stinger-GFP flies at ZT18. Anti-GFP (left), anti-TIM (middle) and a merge of these two images (right). The scale bar represents 50  $\mu$ m. (B) The number of single cells from 10X Chromium at each time point before initial filtering. (C) The number of high confidence single cells for the clustering analysis. (D) The mean detected genes and transcripts in the combined dataset. (E) t-SNE plot showing the 27 high-confidence clock clusters after the cluster wise filtering. The clusters are colored by their cell types. (F) CEL-Seq2 data and 10X data are co-clustered in different clusters. CEL-Seq2 data are shown in red and 10X data are shown in blue. Two previously identified DN3 clusters are

highlighted in circles. (G) Heatmap showing the high degree of correspondence of the single cells from previous and current studies. The arrows in magenta indicate two previously identified DN3 clusters, the arrow and circles in blue indicate the two LPN clusters, and the arrow in black indicate the Trissin-expression LNds.

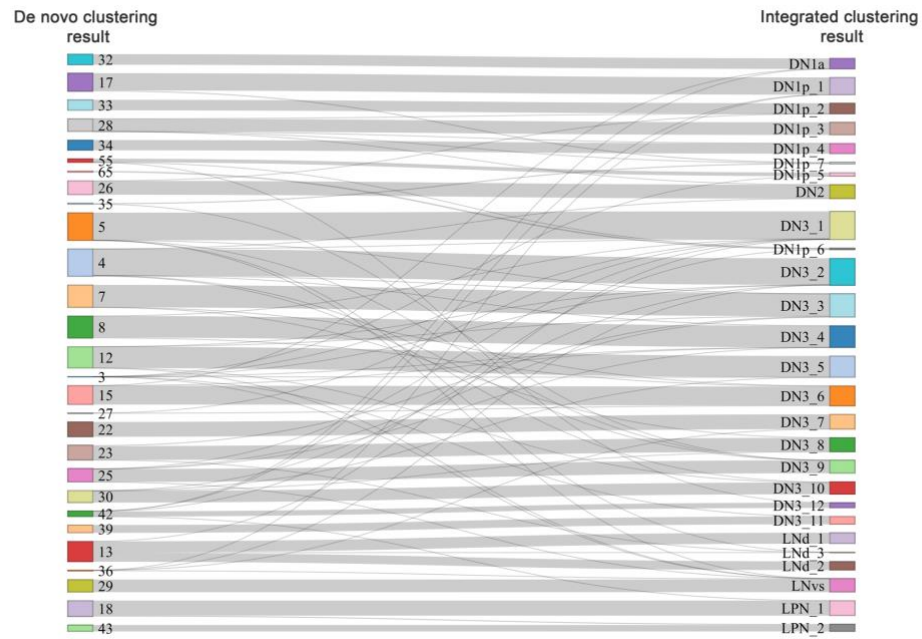

**Figure S2. De novo clustering analysis of the single cell data from the current study. (A)** Sanky plot showing the clustering result of the single cells from the current study only (left) compared to the integrated classification (right) analysis. Each node represents a single cell cluster.

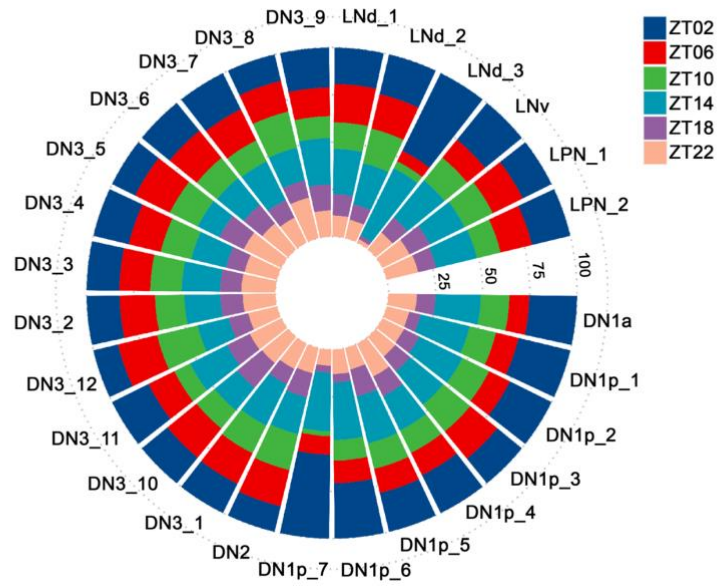

**Figure S3. The percentage of cells from six time points in each single cell cluster.** Circled bar plot showing that in high confidence clusters there are cells from 6 time points in Light: Dark conditions. Each time point is represented by different colors.

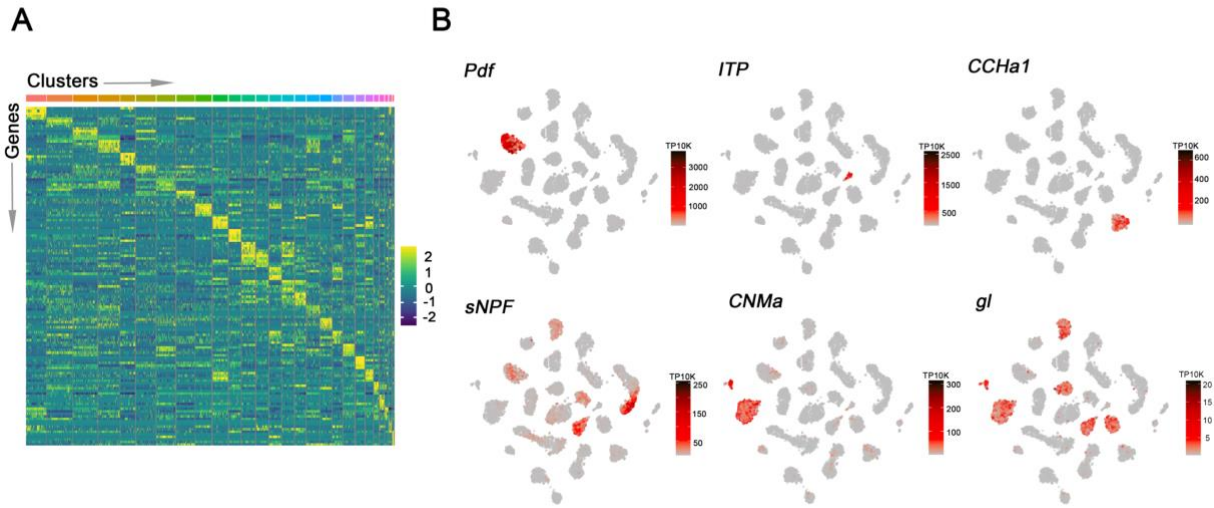

**Figure S4. Marker gene expression in each cluster.** (A) Heatmap showing the expression levels of the top 5 differentially expressed genes (rows) in cells (columns). Clusters are ordered by size and are represented by different colors on top of the heatmap. (B) t-SNE plots showing previously known marker gene expression in all clusters. Each cell is colored by the expression levels with gray indicating low expression and black indicating the highest expression.

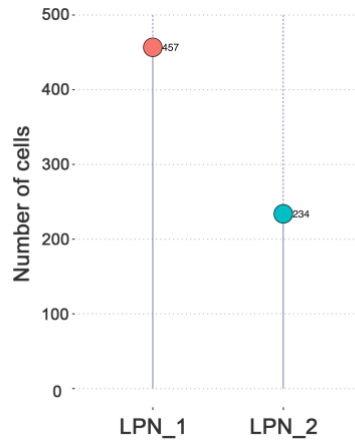

**Figure S5. The number of cells in LPN\_1 and LPN\_2 clusters.** The LPN\_1 cluster contains 457 single cells, while the LPN\_2 cluster has 234 single cells.

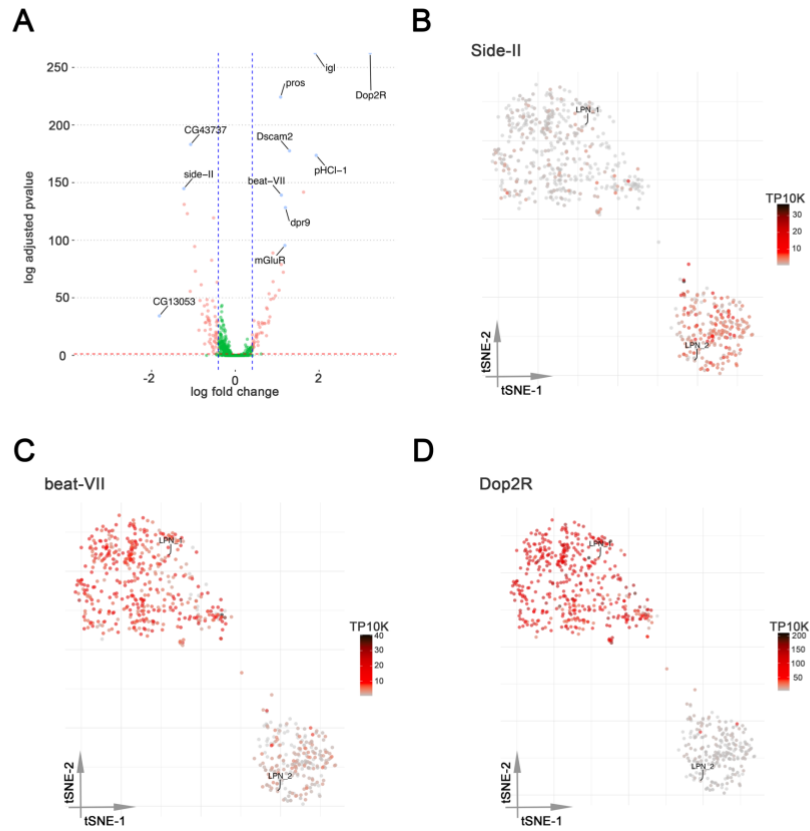

**Figure S6. Differentially expressed genes in LPN\_1 and LPN\_2 clusters.** (A) Volcano plot showing the overall differentially expressed genes (highlighted in red) between the two LPN clusters. (B-D) *Side-II* (B) is enriched in LPN\_2, while *beat-VII* (C) and *Dop2R* (D) are highly expressed in LPN\_1 cluster.

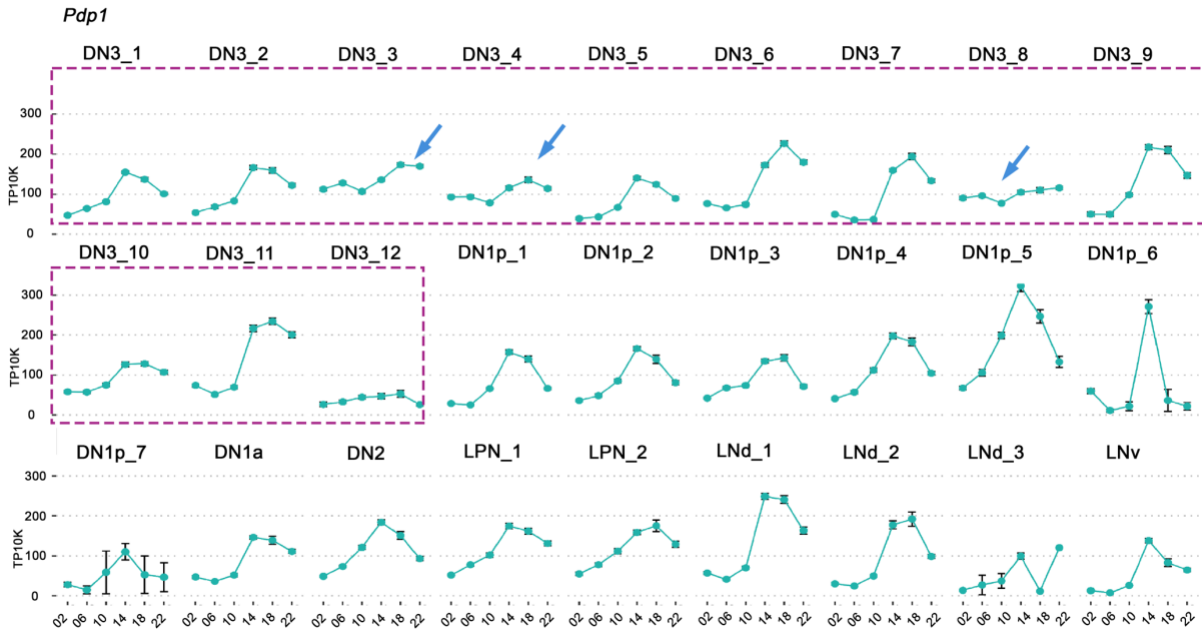

**Figure S7. *Pdp1* expression in each cluster.** The mean *Pdp1* expression throughout the day in LD condition is graphed for each cluster. Error bars represent mean  $\pm$  SEM. The arrows indicate the three DN3 clusters showing shifted or dampened *Pdp1* expression.

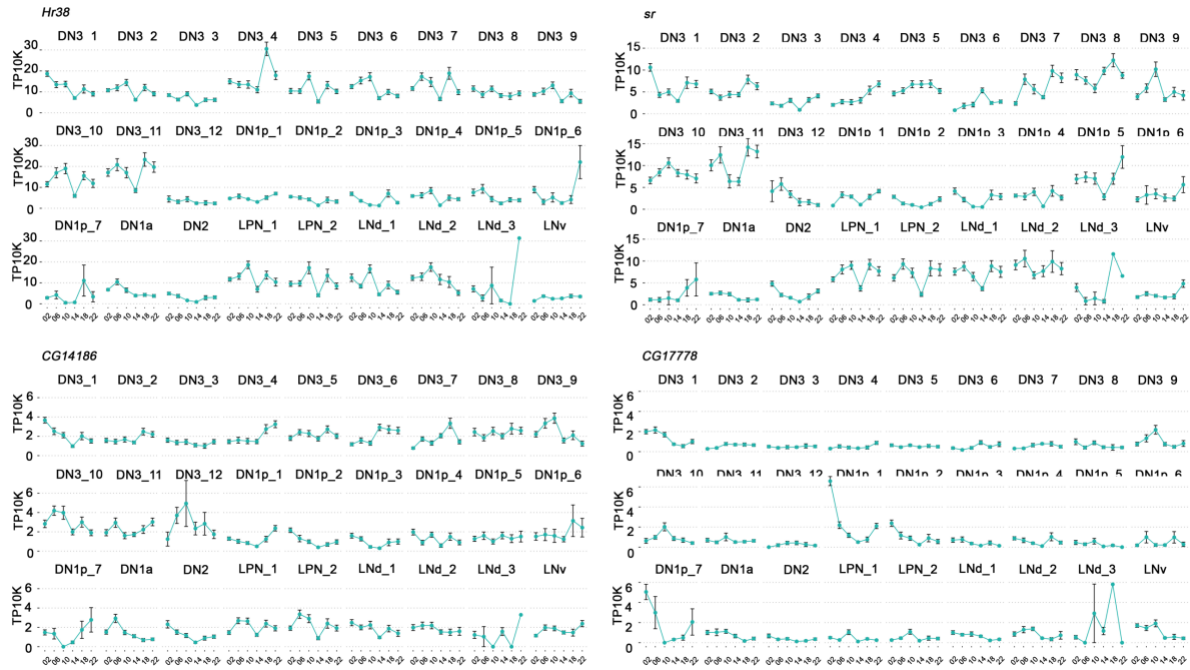

**Figure S8. Representative expression of activity-regulated genes in each cluster.** The mean *Hr38*, *sr*, *CG14186* and *CG17778* expression throughout the day in LD condition is shown for each cluster. Error bars represent mean  $\pm$  SEM.

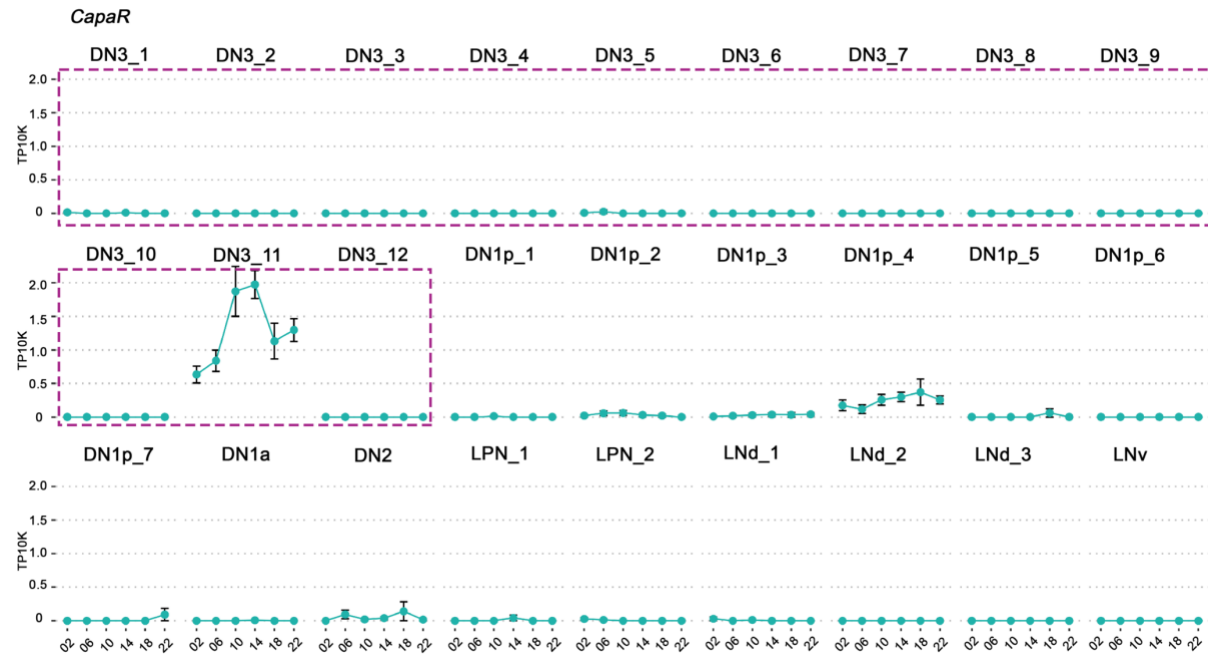

**Figure S9. *CapaR* expression in each cluster.** The mean *CapaR* expression throughout the day in LD condition is graphed for each cluster. Error bars represent mean  $\pm$  SEM. The arrows indicate the three DN3 clusters showing shifted or dampened *CapaR* expression.

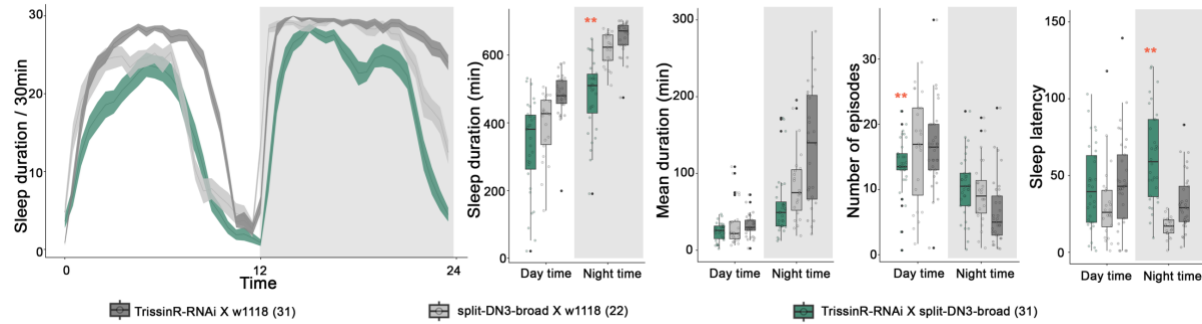

**Figure S10. TrissinR expression in DN3 neurons promotes sleep.** Sleep plots of split-DN3-broad driven UAS-TrissinR-RNAi (36825) and controls (gray). The solid lines represent the averaged sleep amount, and the shading represents SEM for each time point. Quantified sleep durations, mean durations, number of sleep episodes and sleep latency are shown on the right panels. An asterisk (\*) represents  $P < 0.05$ , and two asterisks (\*\*) indicate  $P < 0.01$ . Statistical analysis was performed using a One-way ANOVA with post-hoc Tukey HSD test.

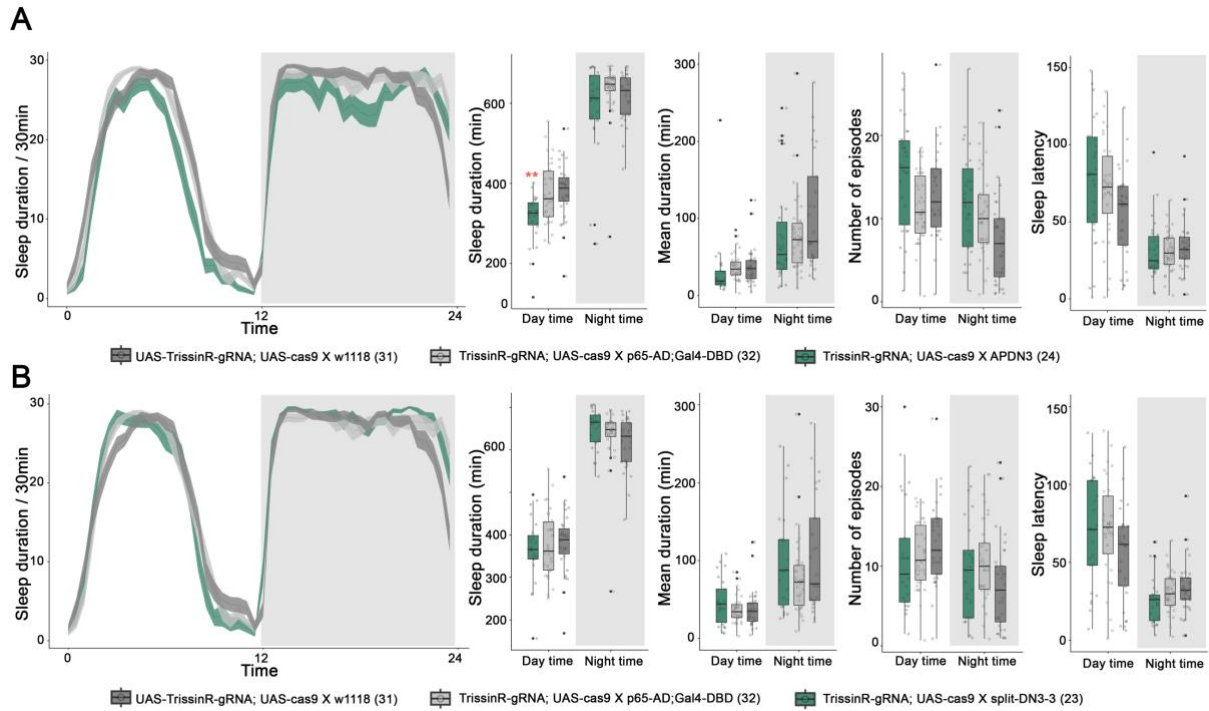

**Figure S11. Knocking out TrissinR expression in APDN3 and cluster DN3\_3 only resulted in modest effect.** (A-B) Sleep plots of APDN3(A), split-DN3-3 (B) driven UAS-TrissinR-gRNA; UAS-Cas9 (blue) and controls (light and dark gray). The solid lines represent the averaged sleep amount, and the shading represents SEM for each time point. Quantified sleep durations, mean durations, number of sleep episodes and sleep latency are shown on the right panels. Two asterisks (\*\*) indicate  $P < 0.01$ . Statistical analysis was performed using a One-way ANOVA with post-hoc Tukey HSD test.

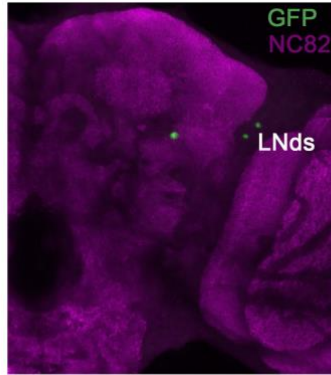

**Figure S12. Trissin expression in *Drosophila* brain.** Confocal stack images of immunostained brains from Trissin-Gal4 > UAS-H2A-GFP flies. In addition to the two LNd neurons, Trissin is also expressed in another neuron in the middle brain.

**Table S1 - Key resources**

| Reagent types                                 | Designation                     | Source or reference                                   | Identifiers             | Additional information |
|-----------------------------------------------|---------------------------------|-------------------------------------------------------|-------------------------|------------------------|
| Genetic reagent<br>( <i>D. melanogaster</i> ) | UAS-Stinger                     | BDSC                                                  | RRID:BDSC_84277         |                        |
| Genetic reagent<br>( <i>D. melanogaster</i> ) | Clk856-GAL4                     |                                                       | Flybase:<br>FBtp0069616 |                        |
| Genetic reagent<br>( <i>D. melanogaster</i> ) | UAS-EGFP                        | BDSC                                                  | RRID: BDSC_5428         |                        |
| Genetic reagent<br>( <i>D. melanogaster</i> ) | R11B03-p65.AD                   | BDSC                                                  | RRID: BDSC_70531        |                        |
| Genetic reagent<br>( <i>D. melanogaster</i> ) | VT002670-DBD                    | BDSC                                                  | RRID: BDSC_74998        |                        |
| Genetic reagent<br>( <i>D. melanogaster</i> ) | R77H08-DBD                      | BDSC                                                  | RRID: BDSC_69630        |                        |
| Genetic reagent<br>( <i>D. melanogaster</i> ) | VT055068-DBD                    | BDSC                                                  | RRID: BDSC_75126        |                        |
| Antibody                                      | anti-GFP<br>Chicken             | Abcam                                                 | RRID: AB_300798         | 1:1000                 |
| Antibody                                      | Goat anti-mouse<br>polyclonal   | ThermoFisher                                          | RRID: AB_2536185        | 1:200                  |
| Antibody                                      | Goat anti-Chicken<br>polyclonal | ThermoFisher                                          | AB_2534096              | 1:200                  |
| Software, algorithm                           | FIJI                            | <a href="https://fiji.sc/">https://fiji.sc/</a>       |                         |                        |
| Software, algorithm                           | RStudio                         | <a href="https://rstudio.com">https://rstudio.com</a> | RRID: SCR_000432        |                        |

**Data S1**

A list of differentially expressed genes in each cluster.

How the deposited data were processed for this re-analysis (not part of the article)

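Single cells were measured in 10 libraries from EGFP-positive neurons of fly brains (Clk856-GAL4 with split-DN3-broad) at 6 time points in LD, and bulk RNA in 6 libraries from sorted GFP-positive neurons of 3 drivers at ZT02, with 2 replicates each. For the single cells the authors deposited count values, the UMIs per gene and cell from Cell Ranger on dm6 exon alignments, without normalization. The version of Cell Ranger, the annotation and the use of the strand are not named in the paper's text. Every cell in the table already lay within the filter of the Results. The Methods state that doublets found by Scrublet were excluded from the analysis, and not whether before the deposit. For the bulk RNA the authors deposited signal values, normalized, each a whole multiple of one step per library, so that counts could be recovered up to the size factor, which was not named.

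The tools were Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5, anndata 0.12.19, igraph 0.11.9 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. Library totals were 3518519 UMIs (ZT02_1209), 32385361 (ZT02_0307), 7865609 (ZT06_0623), 21859435 (ZT06_0805), 18214525 (ZT10_0624), 5608550 (ZT14_1209), 20719738 (ZT14_0307), 14771356 (ZT18_0623), 15175560 (ZT22_0624) and 13431574 (ZT22_0805). Recovered counts of the bulk libraries A and B were 164631 and 330205 for R77H08, 402302 and 364322 for SS00367, and 505579 and 293824 for VT055068. Intervals and limits from counts cover counting error only.

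Cells with 1000 to 25000 UMIs, 300 to 3500 genes, an entropy above 5 and under 10% mitochondrial UMIs were kept. Scrublet with default settings called 16 of 23921 cells doublets. Unless doublets had been removed before, this treatment has not worked, and removing the 5% of cells with the highest doublet score in each library was added as an alternative after seeing the data. Counts were scaled to 10000 UMIs per cell and log-transformed, 2000 variable genes were centred per library, and 50 principal components were clustered with Leiden on a graph of 3 neighbors from each library. The balanced graph replaced an ordinary graph of 15 neighbors after that gave clusters of single libraries. Resolutions 1, 2, 3, 4, 5 and 6 gave 44, 57, 63, 67, 71 and 79 clusters, and resolution 4 was taken as closest to the paper's number. Genes left out of the clustering were per, tim, vri, Pdp1, Clk, cry, cwo, cyc, TrissinR, CapaR, Trissin, Hr38, sr, CG14186, CG17778, side-II, beat-VII, Dop2R, Pdf, ITP, CCHa1, sNPF, CNMa and gl. Clusters with a mean log2 TP10K of Clk, per and cwo of at least 0.75, a minimum set after the scores were seen, were taken as clock neurons. Names came from marker lists, most from data S1.

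Counts were summed per cluster and library, and libraries with fewer than 5 cells of a cluster were left out of it. Rhythms were tested with edgeR's quasi-likelihood F test of a 24 h cosine and sine with TMM normalization, on genes with at least 20 counts, and LPN-like groups with edgeR's quasi-likelihood test. Differences in rhythm between a cluster and the sum of the other DN3 clusters were tested by the interaction of cluster with cosine and sine. Adjusted p values follow Benjamini-Hochberg over all genes tested in a cluster, or over a list where that is said. The bulk drivers were compared by limma with a trend on log2(value + 1), each against the mean of the other two, over 8334 genes with a value of at least 1 in 2 libraries. Levels of clusters were compared by exact sign flip tests over libraries, and cells by Fisher's exact or exact binomial tests, all two-sided.

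The genes named are those the paper names, the 5 with the largest fold in each direction between the LPN-like groups among those changed the same way in every library, and for each bulk driver those with the largest change in each direction and no overlap between replicates of the compared groups. Single cells named by Trissin or Capa were looked for after the data were seen. Gene positions are those of the annotation on dm6. Reads from overlapping exons on opposite strands could be counted for either gene where the strand was not used, which leaves tim, Hr38 and ITP uncertain in that respect.

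The collection date links pairs of libraries. Clock neurons were summed per library, and the deviations from the fitted 24 h harmonic of 5072 genes with at least 1000 counts correlated across genes at a median of 0.431 (0.121 to 0.606) in the 5 pairs of libraries of the same date and -0.170 in the 40 other pairs. ZT10 and ZT18 have 1 library each, and where that library was left out the time point was missing from the fit.

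The tests were tested on simulated data, with 200 genes changed in each. The planted swings were larger than those fitted for vri, tim and Pdp1 in DN3_3-like a, DN3_3-like b and DN3_4-like. Recovery of such small swings was therefore not measured. Libraries were drawn independently, so the false calls do not cover the correlation between libraries of the same date. The harmonic test recovered 100% of the changed genes in DN3_7-like (6036 genes, 6 others called) and 97% in DN3_3-like a (5668 genes, 8 others called). The LPN comparison recovered 100% (6521 genes, 5 others), the interaction in DN3_3-like a 96% (7696 genes, 6 others) and the bulk comparison of R77H08 100% (8334 genes, 5 others). The rank test with the Lomb-Scargle test recovered 35% (2396 genes) and called 1.32% of unchanged genes. Alternatives were other tools, filters, pseudocounts, resolutions, numbers of variable genes, blocks, depths and leaving out each library in turn. Images, behavior and in situ hybridization were not analysed here, and CEL-seq2 cells were not used here.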

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

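The tests of cell number, of depth for the reduced amplitudes, of DN3_3-like a cells in DN3_2-like b, and of chance and of the clusters pooled for the larger amplitudes were set out before their results were seen. The tests of free RNA, collection date, time of day, doublets and neurons outside the clock network, the tests of chance for the reduced amplitudes, and the tests of the pool in clusters 13 and 17 alone, with the library as a block and by DESeq2 were chosen only after the result was seen.

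Of 14 groups of libraries examined for a value far from the others, 6 held one, where chance gives about 1 in 20. The mean correlation between DN3 clusters other than DN3_7-like was lowest in ZT02_1209 at -0.0337. In the same library the correlation of cluster 23 with the DN3 clusters was lowest at -0.154, and that between the other clusters outside the DN3 group was highest at 0.124. The value of 0.124 is DN2-like a with cluster 23 alone, as no other cluster of that group held 5 cells there. The correlation among LNv-like, DN1p_1-like, DN1p_2-like and cluster 5 was lowest in ZT14_1209 at 0.0645, which was also the value, and the lowest, without DN1p_2-like. In that library it is DN1p_1-like with cluster 5 alone, as LNv-like (4 cells) and DN1p_2-like (3 cells) were below the minimum of 5. These libraries had the fewest cells, and in the tests 8 other libraries were reduced to at most the same cells per clock neuron cluster (151 and 296 in all). Their mean correlations moved from 0.137 to -0.0389, from -0.116 to -0.153, from 0.0392 to 0.109 and from 0.142 to 0.0275. Few cells are therefore a candidate explanation of all of these values, and no biological explanation was tested. For the values that rest on a single pair, the full libraries cover more clusters, so those moves do not isolate cell number. With few cells, fewer clusters are left to centre the profiles over, and the effect of centring was not separated from that of cell number.

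The clusters DN3_3-like a, DN3_3-like b and DN3_4-like had smaller swings of vri, tim and Pdp1 than the other DN3 clusters, and so did DN3_2-like b. The paper gives no such pattern for DN3_2, but it does for DN3_8, which had no marker list, so DN3_2-like b and DN3_3-like b are not settled as to which of the paper's clusters they stand for. The interaction with cluster gave adjusted p over all genes of 0.00274 for vri, 6.0e-06 for tim and 0.00274 for Pdp1 in DN3_3-like a, and 4.9e-05, 1.8e-06 and 0.00126 in DN3_3-like b. In DN3_2-like b it gave 0.0170, 0.00299 and 0.0342 (7.0e-05, 3.1e-06 and 1.4e-04 adjusted over the list alone), with fitted swings of its own rhythm of log2 0.92, 0.81 and 0.54. DN3_2-like b also differed from DN3_2-like a (adjusted p 0.00132, 3.8e-06 and 1.7e-05). Over all genes vri in DN3_3-like a was at 0.0633 without ZT14_0307. In DN3_2-like b, vri was at 0.103 without ZT02_0307, 0.253 without ZT06_0805, 0.0534 without ZT14_1209, 0.0768 without ZT18_0623 and 0.0618 without ZT22_0805. Pdp1 there was at 0.0572 without ZT02_0307, 0.109 without ZT06_0623, 0.494 without ZT06_0805, 0.0830 without ZT14_0307, 0.131 without ZT18_0623, 0.0828 without ZT22_0624 and 0.170 without ZT22_0805. Adjusted over the list alone, all of these interactions passed the threshold under every alternative. The cluster and the other DN3 clusters were also exchanged within libraries. Of 100 arrangements, 1, the real one, gave a statistic as large in each of these 4 clusters. An exchange moves differences in level along with those in rhythm, so chance cannot be excluded for the rhythm by it.

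Several technical explanations were argued against by the data. Thinned to the same UMIs per library, all 9 other DN3 clusters (without DN3_2-like b) kept a tim rhythm, which argues against lower depth in the first 3 clusters. Free RNA would add about the same UMIs to each cell, and so weigh more in the first 3 clusters, the shallowest of the DN3 clusters. At ZT02, ZT06 and ZT10, tim UMIs per cell were compared with those of each of the same 9 clusters. They were higher in all 5 libraries in DN3_3-like a and DN3_3-like b (6.11-fold and 5.77-fold the mean of the 9). In DN3_2-like b they were higher in all 4 libraries (2.46-fold), although ZT10 was its highest time point of tim (15.5 TP10K). These values argue against free RNA for tim in these clusters. The values overlapped with those of other clusters for tim in DN3_4-like (1.43-fold, higher than the mean in 4 of 5 libraries). They did so for Pdp1 too (from 1.17-fold in the first 3 clusters and 1.55-fold in DN3_2-like b). Free RNA stays open for Pdp1 and, by these values alone, for tim in DN3_4-like. For vri the values overlapped as well, but clusters 13 and 17, of like or greater depth, limit what free RNA can add. At ZT02 and ZT06 they had 0.517 to 1.18 TP10K of vri. The 4 clusters of reduced swing had 5.21 to 9.56, which argues against free RNA as the main source of vri at those times. At ZT10 cluster 13 had 7.95 TP10K, and free RNA stays open for vri there. For tim at ZT02 and ZT06, clusters 13 and 17 had 0.860 to 1.87 TP10K and DN3_4-like 5.88 and 7.86. These values argue against free RNA as the main source of tim in DN3_4-like at those times. With the library as a block all 9 interactions of the 3 clusters passed the threshold, against collection date. For DN3_2-like b, DN3_2-like a thinned to its depth kept its tim rhythm (adjusted p = 2.5e-15). A mixture with DN3_3-like a cells would have to make up 28.5% of DN3_2-like b to give its excess of tim, while the median excess of 9 DN3_3 markers was -0.779% of their level there, with a highest of 10.3%. DN3_2-like b held 25.6% to 35.8% of DN3_2-like cells at each time point, against cells assigned to it by time of day. For tim in DN3_3-like a, DN3_3-like b and DN3_2-like b, neuron subtypes with a reduced molecular rhythm may be put forward as a hypothesis, found and tested on the same data.

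Larger swings than in the other DN3 clusters were found in 7 clusters. The adjusted p over all genes was 0.0140 for tim in DN3_5-like, 0.00680 for tim in DN3_2-like a, 0.00783 for tim in DN3_6-like, and 0.00140 for tim and 0.00633 for Pdp1 in DN3_7-like. It was 0.00169 for tim and 0.0334 for Pdp1 in cluster 12, 8.6e-04 for vri, 1.6e-05 for tim and 0.0479 for Pdp1 in cluster 13, and 8.9e-04 for vri and 5.1e-05 for tim in cluster 17. Without single libraries tim fell short in DN3_5-like (0.0566 without ZT06_0805, 0.0508 without ZT14_1209, 0.0549 without ZT18_0623), in DN3_2-like a (0.112 without ZT14_0307) and in DN3_6-like (0.0615 without ZT02_0307, 0.0551 without ZT06_0805, 0.0529 without ZT18_0623). Pdp1 fell short in cluster 12 without ZT06_0623 (0.112), ZT06_0805 (0.123), ZT14_1209 (0.0686) and ZT14_0307 (0.120). In cluster 13 Pdp1 fell short by DESeq2 (0.0621) and without each library except ZT14_1209, at 0.0501 (ZT02_1209), 0.0711 (ZT02_0307), 0.197 (ZT06_0623), 0.139 (ZT06_0805), 0.0632 (ZT10_0624), 0.114 (ZT14_0307), 0.140 (ZT18_0623), 0.186 (ZT22_0624) and 0.141 (ZT22_0805). In 6 of the 7 clusters only the real arrangement of 40 gave a statistic as large, and in DN3_5-like 3 of 40 did. These exchanges move differences in level as well, so they cannot exclude chance for the rhythm alone. The other DN3 clusters include the 4 with reduced swings. With these left out of the pool, 4 of 12 interactions passed the threshold and 8 did not. By DESeq2 4 passed as well, and with the library as a block 9 did, so whether the pool is the source of most of them stays undecided. The 3 short of the threshold in each of these fits were tim in DN3_5-like, DN3_6-like and DN3_7-like. For vri and tim in clusters 13 and 17, which passed in each, the highest adjusted p was 0.00702 without block, and there the pool is argued against. No other technical explanation was tested for these, and a larger swing in those subtypes stays open as untested.

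In cluster 5, 33 cells had at least 10 Trissin UMIs, in data in which the paper did not find such LNds. Free RNA is argued against, as no other clock neuron cluster held such a cell, with a limit of 0.0308% of cells. Doublets with other cells of cluster 5 are argued against too, as no such cell held an NPF UMI, with a limit of 9.09%. Neurons outside the clock network are argued against for the 21 cells of ZT02_0307, of which 81.0% held Clk, as did 91.2% of the other cells of cluster 5 there and 9.62% of 364 cells of like depth outside the clock neuron clusters (Fisher's exact p = 5.1e-13, median depths 11719 and 15511 UMIs). In the other libraries Clk was found in 3 of 12 cells (25%), in 61.8% of the other cells of cluster 5 and in 13.6% of 1627 outside cells (Fisher's exact p = 0.221), so that such neurons cannot be told apart there, with few cells. They carried tim and per less often than the other cells of cluster 5 (45.5% against 95%, and 36.4% against 64.5%), and 21 of the 33 came from ZT02, when tim is near its trough in the DN3 clusters. The median doublet score was 0.0835 against 0.0272 in the other cells of the cluster, so doublets with cells that lack NPF remain open. LNds that express Trissin stay open as well, as untested.

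The share of these cells was highest in ZT02_0307, at 20.8% (21 of 101 cells), and lay far from the other libraries. ZT14_0307, of the same date, had 6.67% (6 of 90) and the libraries of other dates together 1.51% (6 of 397), a difference with Fisher's exact p = 0.0122. The 2 libraries of that date differed as well (Fisher's exact p = 0.0063). Among the other dates ZT06_0623 had 7.41% (2 of 27). Cells are not replicates, and with 1 other library of that date the collection date stays undecided. The time of day stays open too and was not tested, and the other ZT02 library, ZT02_1209, held 5 cells of cluster 5.

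In cluster 24, 8 of 177 cells (4.52%) had at least 10 UMIs of Capa (3R of dm6, 29912991 to 29914346), with a median of 42 and a highest of 225. The paper's text names Capa only as the ligand of CapaR, and its table of markers was available only in part. The 8 cells came from 4 libraries, 4 of them from ZT06_0805, without which 4 are left. Of the 10163 cells of the other clock neuron clusters none had as many, with a limit of 0.0295%, against free RNA, and outside the clock neuron clusters 5 had. Clk was found in 50% of the 8 cells, in 48.5% of the other cells of cluster 24 and in 11.0% of 652 outside cells of like depth (Fisher's exact p = 0.00795). Without ZT06_0805 it was found in 1 of 4 cells (25%) and in 10.1% of the outside cells (Fisher's exact p = 0.356), so neurons from outside the clock network stay open, with few cells. The median doublet score was 0.0593 against 0.0642 in the other cells of the cluster, and doublets were not tested further. No biological explanation was tested.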

How the results depend on the processing

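The edgeR test on recovered counts, the ordinary neighbor graph, the removal of cells with high doublet scores, the LPN split with 2000 variable genes, the pool without clusters of reduced swing under other fits and the thinning restricted to libraries with all compared clusters were chosen only after the results were seen. For 73 results, 847 values under alternatives were computed. Of these, 773 kept their direction and their side of the threshold, or stayed within the spread, 54 counts or values moved by more, 12 rose past the threshold, 7 fell short of it and 1 changed sign. Where values moved, the cause was not tested, except that an alternative that asks for more tests at once or leaves out libraries calls fewer genes by its construction.

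An ordinary neighbor graph raised the number of clock neuron clusters from 26 to 44, and the other alternatives gave 24 to 27. The correlation of DN3_7-like with the other DN3 clusters, -0.0150, was -0.0654 with 500 variable genes and -0.0384 with 5000, and 0.0878 by Spearman correlation, a change of sign. It stayed below that of the other DN3 clusters with each other (0.0910, 0.109 and 0.134). The correlation of cluster 23 with the DN3 clusters, -0.120, was -0.102, -0.100 and -0.0023 under the same alternatives. LNv-like, DN1p_1-like, DN1p_2-like and cluster 5 had 0.182 by Spearman correlation. SS00367 with DN3_7-like was at 0.322 without centring, 0.161 with a pseudocount of 0.1 and 0.332 with 10. VT055068 with DN3_3-like a was at 0.240 with 500 variable genes, 0.0870 with 5000, 0.0749 by Spearman correlation, 0.0957 with a pseudocount of 0.1 and 0.196 with 10. R77H08 with DN3_7-like was at 0.216 without centring.

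For the bulk drivers, a pseudocount of 0.1 gave 23 genes for R77H08, 10 for SS00367 and 380 for VT055068, in place of 198, 210 and 731. Leaving out 1 library at a time gave 0 to 324, 0 to 318 and 57 to 892. The 0 by limma came without VT055068 replicate A and without VT055068 replicate B, where 948 and 1112 genes of R77H08 and 893 and 1018 of SS00367 had an unadjusted p under 0.05. VT055068 had 57 and 206 genes then. Without SS00367 replicates A and B, R77H08 had 83 and 78, SS00367 19 and 40, and VT055068 453 and 476. Without R77H08 replicates A and B they had 175 and 324, 318 and 286, and 776 and 892. When an arm is left with 1 library, that library is assumed to vary like the others. The edgeR test on recovered counts called 151, 232 and 904 genes, no filter 190, 207 and 723, and a pseudocount of 10 gave 256, 292 and 858. Every value (100%, tolerance 0.01) was a whole multiple of the step. With the letters A and B taken as a block the numbers were 240, 281 and 797. The letters share only a name, and deviations of libraries with the same letter correlated at 0.0789, 0.0018 and 0.0739, so the block stands for no known pairing.

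The number of clusters with an sr rhythm, 11, was 7 by DESeq2, and 7 to 13 with 1 library left out (7 without ZT14_0307 and without ZT22_0624). For Hr38, 7, it was 5 to 12 (12 without ZT18_0623), and for CG14186, 10, it was 6 to 13 (6 without ZT14_0307). With collection date as a block, sr had 18 and Hr38 16. The adjusted p of CapaR in cluster 23, 0.0640, was 0.0369 to 0.332 with 1 library left out, and under 0.05 without ZT18_0623 (0.0391), ZT22_0624 (0.0369) and ZT22_0805 (0.0483). It was 0.139 by DESeq2, 0.0889 with the date as a block and 0.115 with a maximum of 15000 UMIs.

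Cycling transcripts in DN3_4-like, 80, were 48 by DESeq2, 25 at an adjusted p under 0.05 and 38 with the rank and Lomb-Scargle tests required. DN3_3-like a, 76, had 49, 34 and 27 in the same order, and DN3_3-like b, 41, had 15, 5 and 18. With the rank and Lomb-Scargle tests, DN3_7-like had 168 in place of 410 and cluster 23 had 162 in place of 286. With collection date as a block, DN3_4-like had 125 and DN3_3-like b 66.

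Among single genes, vri in DN3_2-like b (adjusted p 0.160) was at 0.0282 with the date as a block and 0.0176 without ZT02_0307, in a range of 0.0176 to 0.643. The calls of vri, tim and Pdp1 in DN3_4-like and DN3_3-like a and of TrissinR in DN3_4-like that changed are given with these genes above. Of the rhythms of single genes and clusters examined, the date as a block changed no further call. The interactions of larger swing that passed the threshold without the clusters of reduced swing, 4, were 9 with the library as a block. The number of rhythmic clusters stayed within 21 to 23 for vri, 22 to 23 for tim and 21 to 22 for Pdp1, and that with TrissinR at 5 TP10K among DN3 clusters was 9 under all alternatives. Every alternative set out gave a value.

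Depth limits the rarer transcripts. CapaR could be tested in only 2 of 26 clusters, and in ZT02_1209, with 421 cells, clusters such as DN3_7-like and DN1p_1-like had fewer than 5 cells and that library was left out of them.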

Differences from the paper's values

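The paper's number of cells after filtering is 9459, and 23905 cells passed here. The legend of Fig. 1C gives 26210 cells grouped into clusters, and against that number the 23905 cells clustered here do not differ by the factor below. The paper clustered its cells together with clock neurons of earlier studies, whereas the 23905 are 10X cells only, so the groups are not alike. Both alternatives set before the data were examined differ from 9459 too, 22139 cells with a maximum of 15000 UMIs and 23921 without removal of doublets. The paper's number of cycling transcripts is 1258, and 1930 were found here. Among the alternatives set before the data were examined, the number lies within 1.5 times the paper's with the rank and Lomb-Scargle tests required (1376), at an adjusted p under 0.05 (1563), by DESeq2 (1603), with a maximum of 15000 UMIs (1821) and in 7 of the 10 fits that leave out a library (from 1776). It differs with the collection date as a block (2143), without the filter on counts (2223), and without ZT02_1209 (1939), ZT02_0307 (1963) or ZT14_1209 (1917). None of these settings reaches the paper's value. Of 14 values compared, the other 12 lie within 1.5 times the paper's value, the factor above which values are taken here to differ. The smaller LPN group, 202 cells here and 234 in the paper, differs only with a maximum of 15000 UMIs (149).

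The paper's text places side-II in the larger LPN cluster and beat-VII and Dop2R in the smaller. Here side-II was lower in the larger group (log2 -2.75) and beat-VII and Dop2R were higher in it (log2 2.17 and 5.23), which is the direction given in the legend of fig. S6.

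For R77H08 the paper names DN3_7, DN3_4 and DN3_6. Here clusters 13 and 17 came first (0.249 and 0.208), and DN3_6-like (0.182), DN3_4-like (0.0955) and DN3_7-like (0.0143) had ranks 3, 4 and 7. The marker list closest to clusters 13 and 17 was that of DN3_6, so whether they belong to the paper's DN3_6 is not settled. Without centring of the bulk values DN3_7-like came second (0.216).

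The paper puts the number of cycling transcripts down in large part to the number of cells, and over the 26 clusters their correlation was 0.0102. Among clusters outside the DN3 group it was 0.428.

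For CapaR, a rhythm is stated in a single DN3 cluster. Here the highest level lay in cluster 23, which met 1 of 8 markers of the DN3 group, with an adjusted p of 0.0640 over all genes. It passed the threshold adjusted over the list alone (0.00693) and over all genes without ZT18_0623 (0.0391), ZT22_0624 (0.0369) or ZT22_0805 (0.0483), in a range of 0.0369 to 0.332.

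TrissinR is described as high in fewer DN3 clusters than the 9 that reached 5 TP10K here. The paper's text gives no cutoff for a high level, so this difference may come from the level of 5 TP10K chosen here. TrissinR is also described as specific to DN3s, whereas cluster 25 had 8.18 TP10K. DN3_8 to DN3_12 had no marker list, so whether cluster 25 is a DN3 cluster is not decided by the markers used. Rhythms were found in 6 DN3 clusters, in DN3_5-like, DN3_6-like and DN3_7-like as the paper states and in DN3_4-like and clusters 13 and 17.

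For reduced vri cycling the paper names DN3_4 among its clusters. In DN3_4-like the interaction for vri did not pass the threshold over all genes (adjusted p = 0.0744) and passed it over the list alone (1.9e-04), and over all genes by DESeq2 (1.6e-05), with the library as a block (1.3e-07) and without ZT10_0624 (0.0498), in a range of 1.3e-07 to 0.210.

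The paper did not find Trissin-expressing LNds in the 10X cells, and 33 cells of cluster 5 had at least 10 Trissin UMIs here. Cluster 5 came closest to the list of LNd markers, with 2 of them 2-fold up, and no cluster met the rule of 3.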

Other observations

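The tests of depth and of chance in this part were all chosen only after the result was seen.

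Of 100 splits of the summed profiles, 1, the real one, gave as many genes as the 195 that differed between the LPN-like groups. The groups had been made from the expression of the same cells, which fixes this outcome, so chance cannot be excluded by it.

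For the number of cycling transcripts, 30 arrangements of the time points, the real one included, were compared. Chance could be excluded in DN3_4-like, where 1 gave as many as the 80 found. It could not be excluded in DN3_3-like a (2 arrangements), DN3_3-like b (13) or cluster 24 (12, with 65 transcripts found). This concerns their number, and 34, 5 and 14 of the transcripts there passed an adjusted p under 0.05. Lower depth as the cause of the low numbers in DN3_3-like a, DN3_3-like b and DN3_4-like is argued against, as DN3_7-like and cluster 23 had at least 2.88 times as many after thinning to 46526 to 196181 UMIs per library. A less robust molecular rhythm, which the paper speculates on, stays open.

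Genes that differed between a bulk driver and the other two were 198 for R77H08 (45 higher and 153 lower), 210 for SS00367 (42 and 168) and 731 for VT055068 (615 and 116) by limma at an adjusted p under 0.05. At an unadjusted p under 0.05 they were 1225, 1101 and 1653. Of the called genes, libraries of the compared groups did not overlap in 44 higher and 72 lower genes of R77H08, 42 and 86 of SS00367 and 608 and 106 of VT055068. With 2 libraries against 4, the numbers of genes depend on single libraries, and without VT055068 replicate A they were 0, 0 and 57. CG2016 was highest in R77H08, at 951 and 544 against 1.97 to 8.18 in the other libraries (log2 6.90, standard error 0.36, limma adjusted p = 2.9e-07). In SS00367 the RNA CR44272 was at 79.1 and 147 against 0 to 7.21, and in VT055068 CG3036 was at 1173 and 595 against 0 to 1.95. No explanation was tested for these.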
